# Serum EV-Derived rno-let-7b-5p Is Associated with Lung–Adipose Alterations in Allergic Asthma

**DOI:** 10.3390/ijms27135989

**Published:** 2026-07-03

**Authors:** Wojciech Langwiński, Kosma Sakrajda, Zuzanna Stachowiak, Joanna Nowakowska-Lewicka, Maria Kachel, Emilia Cicha, Beata Narożna, Dawid Szczepankiewicz, Paweł Kołodziejski, Ewa Pruszyńska-Oszmałek, Aleksandra Szczepankiewicz

**Keywords:** allergic inflammation, obesity-associated asthma, miRNA, extracellular vesicles

## Abstract

Extracellular vesicles (EVs) and their miRNA cargo are important regulators of intercellular communication, but their role in connecting respiratory inflammation in asthma with systemic metabolic alterations remains unclear. We hypothesized that HDM-induced allergic inflammation alters selected serum EV-derived miRNAs and that these changes are associated with molecular alterations in lung and adipose tissue. Serum EV-miRNAs from control and HDM-induced allergic rats were isolated by size-exclusion chromatography and analyzed using TaqMan Advanced miRNA Assays. Candidate rno-let-7b-5p targets were integrated with lung and adipose tissue microarray data, validated by qPCR, and assessed in silico using IntaRNA and DMISO. Among the 13 analyzed miRNAs, rno-let-7b-5p showed a nominally significant 1.5-fold increase in serum EVs from allergic rats (unadjusted *p* = 0.03); no multiple-testing correction was applied. *Ptafr* and *Vav3* were enriched in lung inflammatory pathways, whereas *Zbtb16* was downregulated in adipose tissue. qPCR confirmed increased pulmonary *Ptafr* expression (*p* = 0.00802) and reduced adipose *Zbtb16* expression (*p* = 0.00034). Computational analyses yielded high-confidence predictions of interactions between rno-let-7b-5p and both genes, which require experimental validation. These preliminary, hypothesis-generating findings suggest that serum EV-associated rno-let-7b-5p may be associated with molecular alterations in the lung and adipose tissue during HDM-induced allergic inflammation. Confirmation in larger independent cohorts is required.

## 1. Introduction

Allergic asthma is a chronic inflammatory disorder of the airways characterized by airway hyperresponsiveness, mucus overproduction, and infiltration of eosinophils and T helper 2 (Th2) lymphocytes. The disease involves a complex interplay between immune cells, airway epithelium, and circulating mediators responsible for both local and systemic inflammation [1]. Existing studies suggest that asthma is not confined to the airways alone but also involves peripheral metabolic tissues, including adipose tissue [2].

Adipose tissue can modulate systemic inflammation through the production of various adipokines, either pro-inflammatory, such as leptin, or anti-inflammatory, such as adiponectin [3]. This may contribute to a state of chronic low-grade inflammation that potentially exacerbates airway inflammation. Obese patients with asthma respond poorly or develop resistance to drugs, such as bronchodilators and anti-inflammatory agents, as compared to non-obese asthmatics, thus contributing to the more frequent hospitalizations that make obesity-associated asthma an important global health problem [4].

Adipocytes have been shown to release extracellular vesicles (EVs), which are important mediators of intercellular communication. EVs can carry proteins and nucleic acids, such as microRNAs, from the parent cell to recipient cells. These adipose-derived miRNAs may exert systemic effects, including regulation of mRNA expression and translation [5]. Therefore, in inflammatory diseases such as allergic asthma, EV-mediated transfer of adipose-derived miRNAs may represent a potential mechanism linking adipose tissue inflammation with airway hyperresponsiveness and systemic immune dysregulation.

In our previous study, we demonstrated that upon allergic inflammation, both lung and adipose tissue showed altered miRNA expression profiles in a rat model of allergic asthma [6,7]. In this study, we aimed to compare the expression of these differentially expressed miRNAs in serum-derived extracellular vesicles to the expression previously observed in lung and adipose tissues. In addition, we sought to identify the potential target genes of these miRNAs and their expression profiles using multi-omic analysis and machine learning-based bioinformatic validation to accurately predict the most promising target gene interactions with EV-derived circulating miRNAs. We hypothesized that HDM-induced allergic inflammation alters the profile of serum EV-derived miRNAs and that these changes are associated with molecular alterations in lung and adipose tissue. The main research question of this study was whether serum EV-derived miRNAs may reflect a potential molecular link between respiratory inflammation and adipose tissue responses in allergic asthma.

## 2. Results

### 2.1. Confirmation of the Allergy Model

The presence of allergic inflammation was confirmed by measuring the total IgE concentration in serum, eosinophil count in peripheral blood and lung histology, as described previously [6,7]. In short, lung sections in allergized rats had distorted bronchiolar architecture and the accumulation of inflammatory cells in and around the bronchioles and alveoli. The analysis of peripheral blood revealed a marked increase in eosinophil count. We also found that total IgE concentration was approximately 7-fold higher in serum collected from rats exposed to HDM as compared to the control group (*p* = 0.009) (Figure 1).

### 2.2. Extracellular Vesicle Characterization

For EV characterization, we used TRPS analysis with a qNano Gold instrument (Izon). The raw particle concentration measured was 7.66 × 10^8^ particles/mL, with an average particle rate of 144.9 particles/min and a total particle count of 1223. The mean and mode particle diameters were 142 nm (Std. Dev. = 52.2) and 117 ± 3.0 nm, respectively (Figure 2A,B). As shown in Figure 2C, the particle count remained constant throughout the measurement. As shown in Figure 2D, the tetraspanin EV-specific membrane markers CD9 and CD81 were detected with Western blot in pooled fractions 1–5. Full Western blot membranes for CD81 and CD9 are shown in Figures S1 and S2, respectively.

### 2.3. Quantitative RT-PCR for miRNA

To quantify the expression of miRNAs in serum-derived EV, we performed real-time PCR with TaqMan probes. We focused on miRNAs that demonstrated significantly altered expression in our previous experiments in lungs and adipose tissues. Among the 13 miRNAs analyzed, rno-let-7b-5p showed a nominally significant 1.5-fold increase in serum EVs from allergic rats compared with control animals (unadjusted *p* = 0.03). Because no multiple-testing correction was applied, this result should be interpreted as exploratory and hypothesis-generating (Figure 3).

### 2.4. Microarray Gene Expression

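RNA from the lungs and the adipose tissue of the same 8 Brown Norway rats was measured on 16 arrays, 1 array per rat and tissue. In each tissue, 5 rats had been sensitized with 45 µg and challenged with 120 µg of house dust mite (HDM rats), and 3 had received saline (control rats). The arrays were of a 1-color Agilent rat gene expression design, on which 50 ng of RNA per sample was labeled with Cy3. The authors deposited the spot intensities of each array, extracted with Feature Extraction 12.0.3.1 and background-subtracted on a linear scale, and a table of their own normalized log2 values. Each array held 62976 spots, 58717 of them for rat transcripts. The 75th percentile of the signal was between 388 and 438 in the lungs of control rats (median 388) and between 376 and 488 in the lungs of HDM rats (median 432). In adipose tissue it was between 111 and 227 in control rats (median 140) and between 168 and 240 in HDM rats (median 188). Between 62.1% and 68.8% of the lung probes and between 50.8% and 60.3% of the adipose probes of an array were well above background. All 8 arrays of a tissue lay on 1 slide. HDM rats 1 to 4 were in row 1 of the slide, and HDM rat 5 and the 3 control rats were in row 2.

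For the values given here, the log2 signal of each array was expressed relative to the 75th percentile of that array. Spots of one probe were averaged and spots that Feature Extraction marked as outliers were left out. HDM rats and control rats were compared within each tissue with limma, and p-values were adjusted with the Benjamini–Hochberg method over all 45598 probes. A probe was counted as differentially expressed at an adjusted p below 0.05 and an absolute fold change above 1.5. The number of arrays limits the precision. With 5 rats against 3 there are 56 possible splits, so the smallest p of an exact permutation test is 0.0179, and all such tests were two-sided. On simulated arrays with the means and spreads of the lung probes, limma found 71.5% of 200 probes changed by 2 log2 units, and 7.74% of its calls were unchanged probes. With the spreads of the adipose probes it found 52% of the 200 probes, and 4.59% of its calls were unchanged probes. The simulated probes varied independently and no array lay apart, so these shares may not hold on the real arrays. Other splits of the real adipose arrays gave up to 3879 calls. Smaller changes of single probes were not simulated.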

For gene expression analysis with microarrays, we used GeneSpring 15.5 GX. A total of 45,738 rat gene probes were analyzed for both lung and adipose tissues. 

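The table of normalized values that the authors deposited holds 45738 probes, of which 140 are control probes of the array and the rest are for rat transcripts. Of the probes for rat transcripts, 43279 are printed 1 time on the array, 969 are printed 2 times and 1350 are printed 10 times. Through the RefSeq accessions of the array design and the gene table of the GRCr8 assembly, 21229 probes could be given a gene symbol, for 16678 symbols in all. More than 1 probe was named for 3670 of these genes. In 39 cells the deposited table holds a month and a number in place of a value. The other values lay within 0.1 log2 units of the scanner signal shifted to the 75th percentile and centered on the median of each probe within the tissue, in 100% of the cells of both tissues. In lung 11280 probes, and in adipose tissue 13583 probes, were not well above background on any of the 8 arrays.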

After applying a fold change threshold >1.5, 4330 genes for the lungs and 11,129 genes for the adipose tissue remained. 

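In the scanner files, the group means of 4320 lung probes differed by more than 1.5-fold, 2656 of them higher and 1664 lower in HDM rats. In adipose tissue 10933 probes passed this threshold, 1915 of them higher and 9018 lower. The threshold on fold change involves no test. Of the probes past it, 1223 in lung (28.3%) and 3330 in adipose tissue (30.5%) were not well above background on any array. The alternative that moved the counts most was a normexp background correction with quantile normalization, which left 631 probes in lung and 1049 in adipose tissue. This correction adds an offset of 50 to each spot, above the median signal of every array (at most 44.0), which shrinks fold changes of dim probes. Quantile normalization without it left 4296 probes in lung and 8464 in adipose tissue. The scaling to the 75th percentile left the median log2 fold change of all adipose probes at −0.15, and 82.5% of the adipose probes past the threshold were lower in HDM rats. When each array was scaled to its median, the median of all adipose probes was 0.14 and 46.6% of the probes past the threshold were lower. In lung, 38.5% of the probes past the threshold were lower, compared with 52.6% when the arrays were scaled to Gapdh and Hprt1. Without HDM rat 3, 2449 lung probes were lower and 2180 higher, and without control rat 2, 2670 were lower and 2576 higher.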

The first and second principal components explained 59.93% and 60.43% of the variance in lung and adipose tissue, respectively. 

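When all probes with a value on every array of a tissue were used (45450 in lung, 45315 in adipose tissue), without scaling of their variance, component 1 explained 27.9% and component 2 explained 16.2% of the variance in lung, 44.2% together. In adipose tissue, component 1 explained 40.2% and component 2 explained 23.4%, 63.6% together. Of the alternatives set in advance, the joint share was moved most in lung by the use of probes well above background only (57.7%), and in adipose tissue by the normexp correction with quantile normalization (76.0%). With each rat left out in turn, the joint share was between 43.6% and 49.9% in lung and between 64.9% and 69.3% in adipose tissue. A combination chosen after the data had been seen used the deposited table, only the probes past 1.5-fold, and scaling of each probe to unit variance. It gave 45.2% and 14.7% for components 1 and 2 in lung and 47.0% and 13.4% in adipose tissue, equal to the shares printed on the axes of Figure 4.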

The principal component analysis (PCA) for asthmatic (red) and control (yellow) rats in lung and adipose tissues is shown in Figure 4A and Figure 4B, respectively.

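With all probes, the groups in lung did not differ on component 1 (exact permutation test, p = 0.571), on which HDM rat 3 had the highest score (111) and HDM rat 4 the lowest (−62.1). On component 2 the control rats scored between −45.1 and −40.5 and the HDM rats between −14.8 and 46.7 (exact permutation test, p = 0.0357). In adipose tissue, neither component 1 (exact permutation test, p = 0.286) nor component 2 (exact permutation test, p = 0.946) differed between the groups. On component 1, control rat 1 scored −180 and HDM rat 1 scored −132, apart from the other 6 rats, which scored between −8.12 and 103. In both of these adipose samples, all 9 genes of a list for epididymis and testis had a higher signal than in every other rat of the same group. HDM rat 2 scored 175 on component 2, compared with −62.4 to −2.10 in the other HDM rats. Its adipose array had 1224 outlier spots, compared with 355 to 444 on the other adipose arrays. When the components were computed only from the probes past 1.5-fold, component 1 separated the groups in both tissues. In lung, the same held for each of the other 55 ways of splitting the 8 rats into 5 and 3, with the probes past 1.5-fold chosen anew for each split. In adipose tissue it held for 46 of the other 55.

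**Figure D1:**
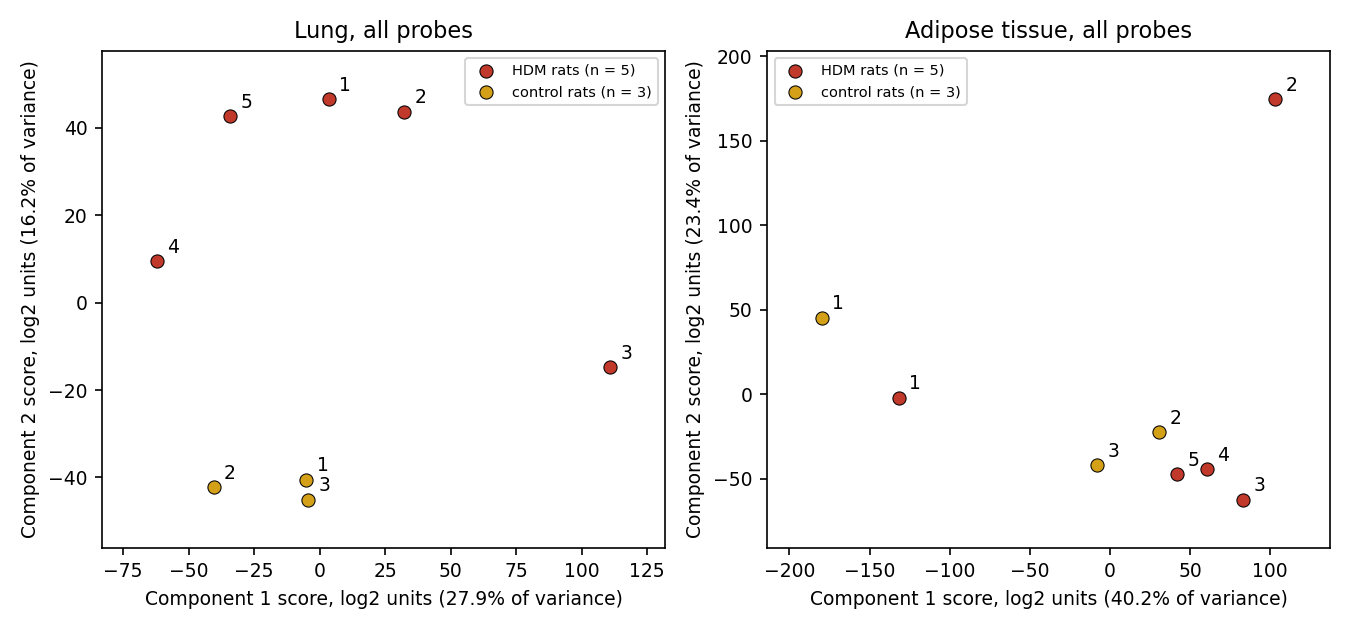
Scores of the 8 rats on components 1 and 2 (log2 units) from all probes, in lung (left) and adipose tissue (right), with HDM rats in red, control rats in yellow and the number of each rat beside its point. In lung the groups lie apart on component 2, and in adipose tissue control rat 1 and HDM rat 1 lie apart on component 1 and HDM rat 2 on component 2.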

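In lung, 390 probes were differentially expressed between HDM rats and control rats with limma, 220 of them higher and 170 lower in HDM rats. They included 232 probes with a gene symbol, for 209 symbols, and their median fold change was 2.15. The signals of the 5 HDM rats all lay on one side of those of the 3 control rats at 389 of these probes. Over all lung probes this held for 9.58%, compared with the 3.57% that chance gives. Without adjustment, 4641 probes had a p below 0.05. Of the differentially expressed probes, 8 were not well above background on any array and 19 were not well above background in 1 of the groups. The test against 1.5-fold itself (limma treat) left 61 probes, and the row of the slide as a block, a choice made after the data had been seen, left 25. The order of the steps raised the count most. With the adjustment made only over the probes past 1.5-fold, limma gave 1329 probes, 792 higher and 537 lower. On the simulated lung arrays, 50.6% of the limma calls made in that order were unchanged probes. The methods' t-test gave 341 probes with the adjustment over all probes and 980 with the adjustment over the probes past 1.5-fold. With each rat left out in turn, the count was lowest without control rat 2 (100 probes) and highest without HDM rat 3 (333 probes). Scaling to Gapdh and Hprt1 gave 128 higher and 174 lower probes, so that the larger direction changed.

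Among the gene symbols, the largest changes at probes that separated the groups were increases of Prok2, S100a8, Stfa2l2, S100a9, Mmp8, Mmp9, Sele and Nlrp12, with log2 fold changes between 2.77 and 4.81, and decreases of Zbtb16 (−4.70) and Fkbp5 (−2.78). The signal of Prok2 was not well above background in any control rat, and it was at least 16.3-fold higher in HDM rats. This bound sets the mean of the HDM rats against the lowest signal among the probes well above background on each control array, or the probe's own signal where that was higher.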

In the lungs, 1319 genes were differentially expressed, with 776 genes upregulated and 543 downregulated (Figure 5A). In the adipose tissue, 48 genes were differentially expressed, with nine genes upregulated and 39 downregulated (Figure 5B). 

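In adipose tissue no probe was differentially expressed with limma when the p-values were adjusted over all probes, and the smallest adjusted p was 0.0853. Without adjustment, 4515 probes had a p below 0.05 with limma and 4180 with the methods' t-test, which also gave 0 probes after adjustment over all probes. The signals of the HDM rats all lay on one side of those of the control rats at 6.22% of the probes, against a chance share of 3.57%. The alternative that moved the count most was a weight for each array (limma arrayWeights), with 338 probes, 16 higher and 322 lower. A joint fit of both tissues with the rat as a random block gave 106 probes, 18 higher and 88 lower. That fit shares 1 spread between the tissues, although spreads were smaller in lung. The median SD of a probe was 0.29 in lung and 0.36 in adipose tissue among HDM rats, and 0.18 and 0.43 among control rats. With the adjustment made only over the probes past 1.5-fold, limma gave 28 probes, 6 higher and 22 lower, and the methods' t-test gave 1. On the simulated adipose arrays, 32.2% of the limma calls made in that order were unchanged probes. With the adjustment over all probes, the count was 0 with each of the 8 rats left out in turn. The smallest adjusted p belonged to Fkbp5 among others, with a log2 fold change of −2.04 and lower signals in all 5 HDM rats than in any control rat. S100a8, with a log2 fold change of 4.66 (adjusted p = 0.154), and S100a9, with 3.83 (adjusted p = 0.0853), were higher in all 5 HDM rats than in any control rat. The S100a8 signal was well above background in all 5 HDM rats and in 2 of the 3 control rats.

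The change with HDM in lung was also compared with the change in adipose tissue within each rat, with limma on the difference between the 2 arrays of a rat. At 1 probe, for Prok2, the changes differed after adjustment over all probes (difference 5.52 log2 units, standard error 0.34, adjusted p = 0.00959), and 3531 probes had an unadjusted p below 0.05. The adipose signal of that probe was not well above background on any array. The count was 0 without HDM rat 1, without HDM rat 4 or without any 1 of the control rats. Other alternatives raised it, to 37 probes with the normexp correction, 11 with array weights and 8 with dim probes left out. It was 5 with the t-test, 5 with the 75th percentile over probes well above background and 2 with median scaling.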

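The list for adipose tissue in Supplementary File S2 holds 48 probes. In the scanner files all 48 changed in the direction that the paper lists, separated the 5 HDM rats from the 3 control rats and had an unadjusted p below 0.05 with limma. Of these probes, 20 were not well above background on any of the 8 adipose arrays. In lung, 30 of the 48 changed in the same direction and 11 were differentially expressed. For lung, 1242 probes of Supplementary File S1 could be read here, with 71 further entries left out of the copy used. All 1242 changed in the listed direction in the scanner files, and 1146 of them separated the groups. Of the 1242, 370 were differentially expressed when the p-values were adjusted over all probes, and 133 were not well above background on any lung array. These lists were drawn from the same arrays, so the shared directions are not independent evidence.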

The lists of differentially expressed genes for the lungs and adipose tissue are presented in Supplementary Files S1 and S2, respectively.

### 2.5. Multi-Omic Analysis (MOA)

A multi-omic analysis module in GeneSpring 15.5 GX was used to associate rno-let-7b-5p targets with significantly altered genes identified in expression microarrays. 

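Ptafr, measured by probe A_64_P004854, had a normalized log2 signal of 1.77 ± 0.08 (SD, n = 5) in the lungs of HDM rats and 1.12 ± 0.22 (SD, n = 3) in those of control rats, well above background on every array (exact permutation test, p = 0.0179). The signal was higher in all 5 HDM rats than in any control rat. The log2 fold change was 0.66 (standard error 0.12), a fold change of 1.58, with an adjusted p of 0.0671 from limma, so that the gene was not differentially expressed after adjustment over all probes. It was differentially expressed with the adjustment made only over the probes past 1.5-fold (adjusted p = 0.00670 with limma). On the simulated lung arrays, 50.6% of the limma calls made in that order were unchanged probes. Ptafr was also differentially expressed with quantile normalization, the normexp correction, dim probes left out or array weights. The adjusted p under the alternatives was between 0.00572 and 0.966. With each rat left out in turn, the log2 fold change was between 0.55 and 0.77 and the adjusted p between 0.0783 and 0.269.

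Vav3, measured by probe A_44_P747071, had a normalized log2 signal of 1.10 ± 0.11 (SD, n = 5) in HDM rats and 0.49 ± 0.05 (SD, n = 3) in control rats (exact permutation test, p = 0.0179), again without overlap between the groups. The log2 fold change was 0.61 (standard error 0.10), a fold change of 1.52, with an adjusted p of 0.0455. It was therefore differentially expressed, close to both thresholds. With any 1 of the 8 rats left out it was not, with adjusted p-values between 0.0574 and 0.203 and log2 fold changes between 0.57 and 0.64. The fold change fell below 1.5 with the arrays scaled to their medians (log2 fold change 0.55) or to Gapdh and Hprt1 (0.53), and with the normexp correction (0.53). It was also not differentially expressed in the joint fit of both tissues (adjusted p = 1.00), or with the row of the slide as a block (log2 fold change 0.47, adjusted p = 0.609), a choice made after the data had been seen. Under the alternatives the adjusted p was between 0.00247 and 1.00. The joint fit, which gave the highest, shares 1 spread with adipose tissue, where spreads were larger.

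**Figure D2:**
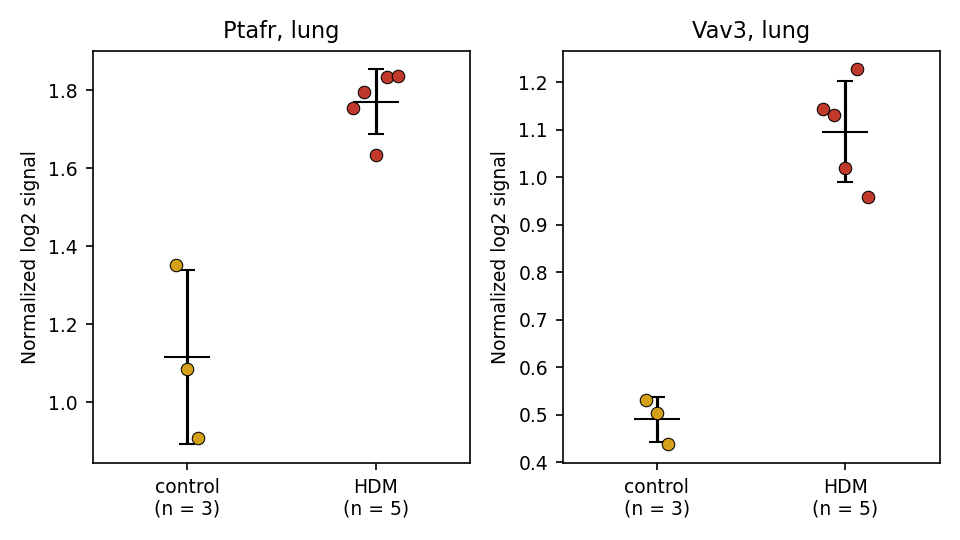
Normalized log2 signal of Ptafr (left) and Vav3 (right) in the lungs of control rats (yellow) and HDM rats (red), 1 point per rat, with the mean as a line and the SD as whiskers. At both genes all 5 HDM rats lie above the 3 control rats.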

In lung tissue, we found that *Ptafr* (Platelet-activating factor receptor) and *Vav3* were significantly enriched in four pathways. *Ptafr* was associated with “GPCR Class A Rhodopsin-like” (Figure 6) and “Small Ligand GPCRs” (Figure 7) pathways, whereas *Vav3* was enriched in “Integrin-mediated cell adhesion” (Figure 8) and “T-cell receptor signaling pathway” (Figure 9). 

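The pathway maps of Figures 6–9 also mark Gpr34, Gpr65, Jak3, Nedd9, Nfam1, P2ry13, Pstpip1 and Ptger1 as altered in the lung. All 8 were higher in HDM rats, with log2 fold changes between 0.61 and 0.91. The paper's methods kept only altered genes that moved opposite to rno-let-7b-5p, which the paper gives as lower in lung. The genes were also called altered on these arrays, so their shared direction is not independent evidence. After adjustment over all probes, Gpr65 (log2 fold change 0.91, adjusted p = 0.0189), Jak3 (0.64, adjusted p = 0.0332) and P2ry13 (0.79, adjusted p = 0.0389) were differentially expressed, each higher in 5 of 5 HDM rats than in any control rat. With 1 rat left out, Gpr65 was differentially expressed in 2 of 8 fits (adjusted p between 0.0277 and 0.1005), and Jak3 (0.0490 to 0.147) and P2ry13 (0.0414 to 0.189) in 1 of 8 each. The other 5 genes were not differentially expressed, with adjusted p-values of 0.0510 for Nedd9, 0.0624 for Pstpip1, 0.0746 for Nfam1, 0.0863 for Gpr34 and 0.385 for Ptger1. With the adjustment made only over the probes past 1.5-fold, and also with dim probes left out, Nedd9, Pstpip1, Nfam1 and Gpr34 were differentially expressed and Ptger1 was not. On the simulated lung arrays, 50.6% of the limma calls made in the first of these ways were unchanged probes. The 2 probes of Nfam1 were named from Supplementary File S1, and both were higher in all 5 HDM rats than in any control rat. No test of pathways was repeated, since the pathway sets used by GeneSpring were not analysed here. From the genes differentially expressed in lung that are also targets of rno-let-7b-5p, the paper takes Ptafr and Vav3 as the genes of interest, and sets the increase in Ptafr beside the lower rno-let-7b-5p it had measured earlier in lung.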

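Zbtb16 was measured by 3 probes in adipose tissue, all well above background on every array. At the brightest of them, A_44_P194939, the normalized log2 signal was 1.14 ± 0.38 (SD, n = 5) in HDM rats and 3.68 ± 0.72 (SD, n = 3) in control rats (exact permutation test, p = 0.0179), with all 5 HDM rats below every control rat. The log2 fold change was −2.54 (standard error 0.35), and the adjusted p from limma over all probes was 0.172. The other 2 probes gave log2 fold changes of −2.44 (adjusted p = 0.182) and −2.20 (adjusted p = 0.263). The gene was differentially expressed with limma when the adjustment covered only the probes past 1.5-fold (adjusted p = 0.0412), with array weights (adjusted p = 0.0113) and in the joint fit of both tissues (adjusted p = 0.00222). On the simulated adipose arrays, 32.2% of the calls made in the first of these ways were unchanged probes. The joint fit shares 1 spread between the tissues, and spreads were smaller in lung. Under the alternatives the adjusted p was between 0.00222 and 0.972. With each rat left out in turn, the log2 fold change was between −2.95 and −2.26 and the adjusted p between 0.169 and 0.417.

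**Figure D3:**
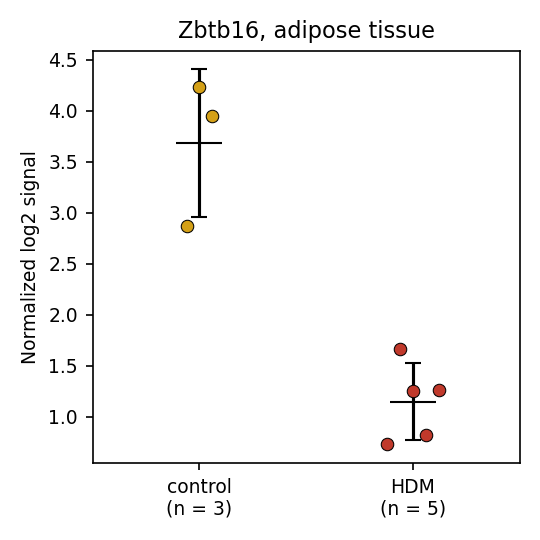
Normalized log2 signal of Zbtb16 in the adipose tissue of control rats (yellow) and HDM rats (red), 1 point per rat, with the mean as a line and the SD as whiskers. The 5 HDM rats lie between 0.73 and 1.66, below the 3 control rats, which lie between 2.87 and 4.24.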

Although no significantly enriched biological pathways were identified in adipose tissue, we found that *Zbtb16* showed significantly decreased expression in this tissue and was identified as an experimentally validated target gene of rno-let-7b-5p. The cropped pathway maps highlighting the overlapping genes of interest are presented in Figure 6, Figure 7, Figure 8 and Figure 9, whereas the complete pathway maps generated using GeneSpring are provided in the corresponding Supplementary Figures S3–S6.

### 2.6. Validation of Gene Expression

Using qPCR, we further analyzed the gene expression of *Vav3* and *Ptafr* in the lungs of allergic rats as compared to control animals. Additionally, we also validated the expression of *Zbtb16* in adipose tissues from allergic rats as compared to control animals. We found significantly increased expression of *Ptafr* (*p* = 0.00802) (Figure 10A) in lungs and decreased expression of *Zbtb16* (*p* = 0.00034) (Figure 10C) in adipose tissue. No significant differences in gene expression were found for *Vav3* (Figure 10B).

### 2.7. miRNA–RNA Interaction Analysis

Interaction analysis was performed only for *Ptafr* and *Zbtb16*, as only these genes showed significantly altered expression in the real-time PCR validation in lung and adipose tissue. The predicted interaction energy scores for *Zbtb16* and *Ptafr* were −8.44 kcal/mol and −17.87 kcal/mol, respectively, suggesting spontaneous formation of miRNA–mRNA duplexes within the UTR regions of the target genes. A graphical representation of the interactions between rno-let-7b-5p and its target genes is shown in Figure 11A,B. In a machine learning-based analysis of miRNA–target binding, DMISO confirmed strong interactions between rno-let-7b-5p and its target genes. The prediction scores were 0.9987 for *Zbtb16* and 0.9997 for *Ptafr* (Figure 12), indicating high-confidence interactions. These high scores suggest a high-confidence computational prediction, as values close to one represent very high interaction probability, while values in the range of 0.7–0.9 are interpreted as a moderate likelihood of interaction. However, this computational prediction requires experimental validation.

## 3. Discussion

In this preliminary study, serum EV-associated rno-let-7b-5p showed increased expression in HDM-exposed rats compared with control animals. This finding was accompanied by previously observed decreased rno-let-7b-5p expression in lung tissue and altered expression of its predicted targets, including increased pulmonary *Ptafr* and decreased adipose Zbtb16. These observations indicate associations across serum EVs, lung tissue, and adipose tissue but do not establish a causal inter-organ mechanism. We previously demonstrated a decreased expression of rno-let-7b-5p in lung tissue [6], and the level of *Ptafr*, a target of this miRNA, was increased in asthmatic rats compared to control animals. In turn, the expression of *Zbtb16* was significantly decreased in adipose tissue from asthmatic rats compared to control animals, which might be a consequence of the uptake of EV-derived rno-let-7b-5p by adipose tissue. Furthermore, multi-omic analysis confirmed significant pathway enrichment associated with *Ptafr* in the lungs, whereas no significant pathways were identified for *Zbtb16*.

The link between allergic asthma and adipose tissue has been postulated; however, despite numerous studies, the exact pathomolecular mechanism has not yet been elucidated [8]. It has been suggested that circulating cytokines (IL-6, IL-10, TNF-α, IL-1β, and MCP-1) and adipokines (leptin and adiponectin) secreted by white adipose tissue (WAT) may induce low-grade chronic inflammation, which could contribute to the development of allergic asthma. For instance, increased release of TNF-α by WAT enhances the activity of T-helper type 2 (Th2) lymphocytes, leading to the secretion of allergic cytokines such as IL-4 and IL-5 by bronchial epithelial cells. Additionally, increased concentrations of circulating IL-6 and leptin, along with the downregulation of IL-10, impair the regulatory activity of Treg cells, which in turn significantly reduces immunological tolerance to antigens and fosters allergen sensitization [9].

In turn, cytokines (TNF-α, IL-1β, and IL-6) produced by the lungs during allergen sensitization and released into the bloodstream are taken up by adipose tissue, where they induce adipocyte inflammation and hypertrophy, which in turn may contribute to obesity [10]. We have previously shown that HDM-induced allergic eosinophilic inflammation in the rat lungs leads to a significant increase in total body fat, blood glucose concentration, and body weight [7]. At the molecular level, allergic lung inflammation significantly increased the gene expression of leptin, insulin receptor, Tnf-α, and Il-6 in adipose tissue from asthmatic rats as compared to control animals.

Recent studies increasingly support the role of EV-associated miRNAs in asthma pathogenesis. Altered EV-miRNA expression profiles have been reported in bronchoalveolar lavage fluid, sputum and plasma from asthmatic patients compared with healthy controls [11]. For example, levels of has-miR-92b, has-miR-210, and has-miR-34a were found to be dysregulated during asthma development and correlated with lung function parameters, highlighting the relevance of EV-mediated communication in airway disease [12]. Similarly, Soccio et al. demonstrated that exosomal miRNA profiles differ according to asthma severity and identified has-let-7a-5p, has-miR-21-5p and miR-223-5p as asthma-associated EV-miRNAs [13]. Likewise, Bahmer et al. identified hsa-miR-122-5p as a candidate asthma-associated EV-miRNA based on differential expression and bioinformatic analyses, highlighting the utility of circulating EV-miRNAs for identifying molecular mechanisms and potential biomarkers of asthma [14]. Furthermore, Alhamdan et al. reported that plasma EV-miRNA signatures in obesity-associated asthma (OA) were linked to both inflammatory and metabolic pathways, supporting the concept that circulating EV-miRNAs may reflect communication between respiratory and peripheral metabolic tissues [15]. In particular, the miR-17–92 and miR-106a–363 clusters were differentially expressed in OA patients compared with healthy controls. Collectively, these findings support the growing evidence that EV-derived miRNAs participate in asthma pathogenesis and may provide insight into both local airway inflammation and systemic disease-associated processes.

One possible mechanism contributing to the pathogenesis of asthma may involve the transmission of inflammatory stimuli from adipose tissue via microRNAs carried as cargo within EVs secreted into the bloodstream. In this study, we analyzed the expression of EV-derived miRNAs that showed significantly altered changes in the lungs and adipose tissue in a rat model of asthma. Among all analyzed genes, only rno-let-7b-5p showed significant upregulation in EVs isolated from the serum of asthmatic rats compared with control animals. Conversely, the expression of this miRNA was markedly decreased in the lung tissue of allergic rats, which may reflect its increased release into circulation relative to controls.

The available information on the expression of miR-let-7b-5p in the pathogenesis of asthma remains limited. Previous studies demonstrated that miR-let-7b expression is decreased in airway epithelial cells from individuals with both mild and severe asthma, compared to healthy controls [16]. However, the potential involvement of EV-associated let-7b-5p in coordinated molecular responses between the lung and adipose tissue during allergic inflammation remains poorly characterized. Despite that, miRNAs from the let-7 family (including let-7b) were postulated to act as negative regulators of inflammatory genes such as NF-κB, IL-6, IL-10, IL-12, IL-17, and GM-CSF [16,17].

Interestingly, the release of let-7b-5p as cargo of EVs secreted by human airway epithelial cells (AECs) was previously described by Koeppen et al. [18] and it was shown to be responsible for reducing biofilm formation and increasing the antibiotic sensitivity of *Pseudomonas aeruginosa*. In another study by Hartung et al. [19], EV-derived expression of let-7b-5p was significantly increased in the sputum of patients with nonsteroidal anti-inflammatory drug-exacerbated respiratory disease (N-ERD) compared to healthy controls. The latter is a chronic type 2 inflammatory disease of the upper and lower airways, associated with asthma and characterized by severe eosinophilia. These results are in line with our observation of increased expression of serum EV-derived rno-let-7b-5p, potentially released from inflamed lung tissue directly into the circulation. Although let-7b-5p has previously been implicated in asthma and identified as a component of extracellular vesicle cargo, the present study extends these observations through an integrated cross-tissue approach. Specifically, serum EV-derived miRNA expression was combined with matched transcriptomic data from lung and adipose tissue obtained from the same HDM-exposed animals. This design enabled the identification of tissue-specific associations between circulating rno-let-7b-5p and molecular alterations involving *Ptafr* in the lung and *Zbtb16* in adipose tissue. Therefore, the novelty of the present study lies in the integration of circulating EV-miRNA profiles with respiratory and metabolic tissue responses in a defined experimental model, rather than in the identification of let-7b-5p itself.

Additionally, in our study, we validated the expression of *Ptafr* and *Zbtb16*, predicted targets of rno-let-7b-5p. Furthermore, using IntaRNA, we calculated the binding energy and steric interactions between rno-let-7b-5p and its target genes, which were further validated with the machine learning-based tool DMISO.

Data on the interaction between PTAFR and let-7b-5p are limited. Rattanapan et al. [20] reported that PTAFR was predicted to be a target gene for let-7b-5p and involved in the pathogenesis of diabetes mellitus. The authors suggested that increased PTAFR expression might enhance platelet reactivity and inflammation by increasing platelet sensitivity to PAF. This process could be mediated by elevated oxidative stress, NADPH oxidase activity, and increased production of reactive oxygen species (ROS).

*Ptafr* encodes the platelet-activating factor receptor, a G protein-coupled receptor (GPCR) within the Class A/1 (Rhodopsin-like) family. In our multi-omic analysis, Ptafr was significantly enriched in the “GPCR Class A Rhodopsin-like” pathway, consistent with its role as a key component of this membrane receptor class responsible for binding platelet-activating factor (PAF). This binding triggers several downstream signaling cascades, including MAPK/ERK, PI3K, JAK2, and NF-κB, which regulate critical biological processes such as cell migration, proliferation, and inflammation [21,22]. The increased expression of PTAFR, resulting from the decreased level of rno-let-7b-5p due to its potential release into the circulation, leads to enhanced uptake of PAF and upregulation of IL-1β, IL-6, and TNF-α, which play crucial roles in the pathogenesis of asthma. Furthermore, increased PAF uptake activates the nucleotide-binding domain leucine-rich repeat-containing protein 3 (NLRP3) inflammasome that processes precursors of IL-18 and IL-1β into their active, biologically functional forms, resulting in their increased activity [23]. Interestingly, NLRP3 and IL-18 were often associated with severe asthma, contributing to chronic Th2- and non-Th2-dependent airway inflammation, airway hyperresponsiveness, and mucus overproduction [24]. As an example, in a study by Hur et al. [25], obese mice fed a high-fat diet (HFD) and sensitized with ovalbumin (OVA) were treated with a glucagon-like peptide-1 receptor (GLP-1R) agonist and an anti-obesity drug. Treatment with the GLP-1R agonist not only reduced body weight but also suppressed eosinophilic airway inflammation and airway hyperresponsiveness (AHR). Surprisingly, inflammatory lung changes in the obesity-associated asthma mice model were driven by the NLRP3 inflammasome and IL-1β, both of which were further reduced after GLP-1R agonist treatment.

Additionally, in a second pathway identified in our multi-omic analysis, *Ptafr* was also associated with platelet activation, positioned upstream of the Gq/G11 signaling pathway. This leads to the activation of phospholipase C-beta (PLC-β), further contributing to intracellular signaling events, such as the hydrolysis of membrane lipid phosphatidylinositol 4,5-bisphosphate (PIP2), which produces inositol 1,4,5-trisphosphate (IP3) and diacylglycerol (DAG) [26]. A downstream consequence of this event is the release of Ca^2+^ from intracellular stores in the endoplasmic reticulum (ER) into the cytosol and the activation of protein kinase C (PKC) [27]. This, in turn, induces further platelet-activating factor (PAF) formation and the production of secondary lipid messengers such as leukotrienes and prostaglandins, which are released during the late-phase response, inducing airway inflammation and remodeling, associated with obesity-associated asthma [28,29].

The second analyzed target for rno-let-7b-5p is *Zbtb16* (Zinc finger and BTB domain-containing 16), also known as *Plzf* (promyelocytic leukemia zinc-finger), which belongs to the zinc finger superfamily of multifunctional transcription factors involved in gene regulation, cell differentiation, and embryonic development [30]. It was shown that *Zbtb16* interacts in the nucleus with ASC (apoptosis-associated speck-like protein containing a CARD), which is a crucial component for inflammasome oligomerization and assembly [31,32]. Dong et al. [33] showed that *Zbtb16* promotes the conjugation of the SUMO (Small Ubiquitin-like Modifier) protein to ASC, thereby facilitating inflammasome assembly and the production of pro-inflammatory cytokines such as IL-1β and IL-18. In another study, Pobezinsky et al. [34] confirmed that the let-7 miRNA family targets *Zbtb16*, which encodes the PLZF transcription factor, crucial for determining NKT cell differentiation. The authors demonstrated that upregulation of let-7 miRNAs during NKT thymocyte differentiation hampers PLZF activity, resulting in the generation of interferon-γ-producing NKT1 cells. In contrast, downregulation of the let-7 miRNA family promotes differentiation into IL-4-producing NKT2 and IL-17-producing NKT17 cells. In the presence of asthma and lung-secreted allergic cytokines (such as TNF-α, IL-1β, and IL-6) that enter the circulation and reach adipose tissue, inflammation can be induced locally that will result in adipocyte hypertrophy. We hypothesize that this might lead to increased expression and uptake of rno-let-7b-5p by adipose tissue. This, in turn, could significantly reduce *Zbtb16* expression, impair inflammasome assembly, and promote the differentiation of IL-17-producing NKT17 cells in the thymus. It is noteworthy that IL-17 is a key cytokine known to inhibit adipogenesis, modulate adipose tissue expansion, and regulate glucose metabolism [35]. This mechanism may help to limit chronic low-grade inflammation in adipose tissue, but further functional studies are necessary to verify this hypothesis.

A major strength of our study lies in the integration of data collected from multiple tissues (lungs and adipose tissue) and its correlation with findings from EV-derived miRNAs. Furthermore, the use of next-generation sequencing (NGS), expression microarrays, and machine learning-based tools significantly enhanced the accuracy of miRNA target prediction.

Future studies should, however, identify the exact cellular origin of serum EV-associated rno-let-7b-5p to determine whether its altered circulating level reflects release from the inflamed lung, adipose tissue, immune cells, or other cell populations. Such analysis is, however, challenging, as it would require lung tissue dissociation, cell sorting, and the analysis of individual EVs at the nanomolar level. Additionally, under stress conditions (such as shear forces or elevated temperatures), cells can significantly increase EV release, which could potentially skew the obtained results [36]. Additionally, the sample size was relatively small, particularly in the control group, which limits statistical power.

Finally, only one HDM-induced allergic asthma protocol with male rats and one experimental time point were analyzed. Thus, the present study does not address whether EV-derived miRNA expression changes dynamically during sensitization, challenge, or resolution of allergic inflammation. Finally, the lack of direct functional validation is a limitation of the present study. However, gain- and loss-of-function experiments or EV transfer assays were beyond the scope of this exploratory multi-omic analysis and are planned as a necessary next step in future studies.

## 4. Materials and Methods

### 4.1. Rat Model of Allergic Asthma

Brown Norway rats (males, 7-week-old, Janvier Labs, Le Genest-Saint-Isle, France) were sensitized and challenged with house dust mite (HDM) as previously described [6,7]. Briefly, animals in the study group (*n* = 5) were subcutaneously injected with 45 µg of HDM (Citeq Biologics, Groningen, The Netherlands) in Al(OH)3 as an adjuvant once per week for three weeks and then intranasally challenged with 120 µg of HDM in saline three times per week for three weeks. Animals in the control group (*n* = 3) received saline in Al(OH)3 for subcutaneous injection for sensitization and saline intranasally for challenge. Anesthesia was not used during the HDM sensitization and challenge procedures. Rats were sacrificed by decapitation, and tissues were immediately snap-frozen in liquid nitrogen and stored at −80 °C for further analysis. Peripheral blood was collected in separator gel tubes and left for one hour at room temperature to clot. After that, the tubes were centrifuged at 1700 rcf for 10 min, and the serum was collected and stored at −80 °C. All experiments were approved by the Local Ethical Commission on Experiments on Animals at the Poznan University of Life Sciences, Poznan, Poland (agreements no. 35/2017 and 22/2023). All experimental procedures were carried out in accordance with relevant national and institutional guidelines and regulations for the care and use of laboratory animals. All methods are reported in accordance with the ARRIVE guidelines.

### 4.2. Enzyme-Linked Immunosorbent Assay (ELISA) Test

We used an ELISA to quantify IgE in rat serum according to the manufacturer’s (Elabscience Biotechnology, Houston, TX, USA) instructions. Serum samples were diluted 10 times in Reference Standard & Sample Diluent and run in duplicate. Absorbance was measured at 450 nm using an Asys UVM 340 Microplate Reader (Biogenet, Otwock, Poland).

### 4.3. Extracellular Vesicle Collection and miRNA Isolation

For extracellular vesicle isolation, we used size-exclusion chromatography (SEC) with a 70 nm qEV single column (Izon, Lyon, France). Purified fractions containing extracellular vesicles were collected using an Automatic Fraction Collector (Izon), according to the manufacturer’s instructions. Briefly, the column was flushed with 4 mL of measurement electrolyte (ME), after which 150 µL of rat serum was loaded onto the 70 nm qEV single column. The void volume (column volume) was discarded, and fractions containing extracellular vesicles (fractions 1–5) were collected, pooled, and concentrated using a Concentrator Plus (Eppendorf, Hamburg, Germany).

Fractions were lysed in QIAzol Lysis Reagent (Qiagen, Venlo, The Netherlands), and the sample volume did not exceed 10% of the lysis buffer volume. The aqueous phases were supplemented with 1 µL of RNA-grade glycogen (Thermo Fisher Scientific, Waltham, MA, USA) at a concentration of 20 µg/mL and incubated overnight at −20 °C. Following three washes with 75% ethanol, the RNA pellet was dissolved in 10 µL of nuclease-free water and stored at −80 °C for further analysis.

### 4.4. Extracellular Vesicle Characterization

Extracellular vesicle characterization was performed using tunable resistive pulse sensing (TRPS) analysis with a qNano Gold instrument (Izon). A pooled sample of fractions 1–5 from AFC isolation and the TKP200 calibrator (mode diameter: 200 nm) were diluted in 0.2 μm filtered ME by 10-fold and 500-fold, respectively. All measurements were carried out using an NP250 nanopore. Initially, NP250 nanopore was stretched to 47 mm and coated for 15 min with a wetting solution diluted in 0.2 μm filtered ME, following the manufacturer’s (Izon) protocol. The wetting solution was then removed, and the nanopore was washed with freshly prepared 0.2 μm filtered ME. At this step, a stable baseline current of 130–140 nA was established. Next, the upper fluid cell was carefully cleaned with dust-free wipes, the sample and TKP200 calibrator were loaded onto the nanopore and a pressure of 15 mbar was applied. For the measurement, the NP250 was stretched to 47.16 mm, and a voltage of 0.72 V was applied. Particle detection was performed using Classic Capture software v3.4, with RMS noise < 15 pA.

Extracellular vesicle membrane markers were characterized with Western blot. Fractions 1–5 from AFC were pooled and concentrated using the Concentrator Plus (Eppendorf). Samples were lysed in QIAzol Lysis Reagent, ensuring that the sample volume did not exceed 10% of the lysis buffer volume. Proteins were precipitated with acetone at −20 °C for 3 h. Protein pellets from three isolations were pooled, and protein concentration was measured using the Pierce BCA Protein Assay Kit (Thermo Fisher Scientific). For Western blot, 50 µg of protein was loaded onto a Novex 16% Tris-Glycine Mini Protein Gel (Thermo Fisher Scientific) and transferred onto a 0.22 µm nitrocellulose membrane using the iBlot 2 Dry Blotting System (Thermo Fisher Scientific). Membranes were blocked in 5% non-fat dry milk (NFDM) and incubated overnight with anti-CD9 (ab307085, Abcam, Cambridge, UK) and anti-CD81 (GTX135297, GeneTex, Irvine, CA, USA) antibodies. Following three washes with PBST, membranes were incubated for 1 h with goat anti-rabbit IgG secondary antibody (HAF008, Novus Biologicals, Centennial, CO, USA). The signal was developed using SuperSignal West Pico PLUS Chemiluminescent Substrate (Thermo Fisher Scientific) and imaged on the ChemiDoc Imaging System (BioRad, Hercules, CA, USA).

### 4.5. Validation of EV-Derived miRNA Expression

The TaqMan Advanced miRNA cDNA Synthesis Kit (Thermo Fisher Scientific) was used to validate EV-derived miRNA expression. The concentration of miRNA was measured using the Qubit microRNA Assay Kit (Thermo Fisher Scientific) with a Quantus Fluorometer (Promega, Madison, WI, USA). We used 1 ng of miRNA as an input for reverse transcription. We used TaqMan Advanced miRNA Assays (Thermo Fisher Scientific) to quantify the expression of EV-derived miRNAs that we previously identified as differentially expressed in lungs (rno-miR-223-3p, rno-miR-147, rno-miR-99b-5p, rno-miR-100-5p, rno-miR-186-5p, rno-let-7b-5p, and rno-miR-672-5p) and adipose tissue (rno-miR-151-5p, rno-miR-30a-5p, rno-miR-22-3p, rno-miR-146a-5p, rno-miR-127-3p, and rno-miR-21). Rno-miR-26a was used as an endogenous control. Data acquisition was done in ABI Prism 7900HT (Thermo Fisher Scientific) using SDS 2.4 software, and data analysis was performed in Data Assist v3.01 using the 2^−ΔΔCt^ method.

### 4.6. Microarray Analysis

For the expression analysis of mRNAs differentially expressed in lungs and adipose tissues, we used the SurePrint G3 Rat Gene Expression 8x60K Microarray, following the manufacturer’s (Agilent Technologies, Santa Clara, CA, USA) protocol. A total of 50 ng of RNA was used as input, and labeling was performed using the Low Input Quick Amp Labeling Kit (Agilent Technologies, Santa Clara, CA, USA). Microarray scanning was done using the SureScan Dx Microarray Scanner (Agilent Technologies). Data were analyzed in GeneSpring 15.5 GX, and an unpaired *t*-test was used for statistical analysis, with Benjamini–Hochberg correction for multiple testing and a fold-change threshold of 1.5.

### 4.7. Multi-Omic Analysis

For multi-omic analysis (MOA), we used GeneSpring 15.5 GX to analyze differentially expressed mRNAs in lungs and adipose tissue, as well as rno-let-7b-5p target genes. For target prediction, we used three databases: Target Scan release 8.0 (cumulative weighted context++ score > 0.5), miRDB (target score > 60) and microT (default score threshold of 0.7). We also included all rno-let-7b-5p validated target genes listed in miRTarBase. Only significantly altered mRNAs with an expression direction opposite to the expression of rno-let-7b-5p were included in the analysis.

### 4.8. Real-Time PCR for mRNA Quantification

RNA was extracted from lung and adipose tissue with the ExtractMe miRNA kit (Blirt, Gdansk, Poland), according to the manufacturer’s protocol. Quantitative and qualitative assessment of RNA samples was performed using a NanoDrop 2000 spectrophotometer (Thermo Fisher Scientific), with A260/280 ratios ranging between 1.8 and 2.0. A total of 500 ng of RNA was reverse-transcribed into cDNA using the GoScript Reverse Transcription System (Promega) following the manufacturer’s instructions. Real-time quantitative PCR was carried out with the GoTaq qPCR System (Promega), and gene expression levels were determined using the comparative ΔΔCt method. For qPCR, we used the following primers: *Vav3* forward 5′-AGGCAACAGCTTGCTAAGTCCC-3′ and reverse 5′-ATGGAAACCAGCCCACCCTG-3′, *Ptafr* forward 5′-CGGCTGAGCTCCTATAGGGACATAC-3′ and reverse 5′-GCAACCACGCCCAGTACAAA-3′, and Zbtb16 forward 5′-GCAGTGTGTGTGGGGTCGAA-3′ and reverse 5′-GCTTTGGCACCCGCTGAATG-3′. We used *Gapdh* and *Hprt* as endogenous controls (*Gapdh* primers: forward 5′-AACTCCCTCAAGATTGTCAGCAA-3′ and reverse 5′-GGCATGGACTGTGGTCATGA-3′; *Hprt* primers: forward 5′-TGGATACAGGCCAGACTTTGTTGG-3′ and reverse 5′-ACTTGCCGCTGTCTTTTAGGCT-3′). Data acquisition was done in ABI Prism 7900HT (Thermo Fisher Scientific) using SDS 2.4 software, and data analysis was performed in Data Assist v3.01 using the 2^−ΔΔCt^ method.

### 4.9. miRNA–RNA Interaction Analysis

To assess the interaction between rno-let-7b-5p and its target genes, we employed two independent tools: IntaRNA v.2.0 and DMISO (https://hulab.ucf.edu/research/projects/DMISO/, accessed on 1 July 2026). IntaRNA accurately predicts interactions between two RNA molecules, including eukaryotic miRNAs and their target genes [37]. It provides an energy score for each miRNA–RNA interaction, which is the sum of the hybridization free energy of the interacting RNA subsequences and the energies required to unfold the interaction sites in both molecules [38,39]. For the miRNA–target interaction, we set the minimal number of base pairs in the seed to 5. As an additional validation step, we used DMISO to analyze interaction sequences predicted by IntaRNA. DMISO is a deep learning-based tool designed for precise miRNA and isomiR target prediction and in silico validation [40]. For the DMISO computational analysis, we used binding sequences predicted by IntaRNA within the UTR region of the corresponding target genes. DMISO machine learning and computational prediction analyses were conducted using the Windows Subsystem for Linux (WSL) with Ubuntu 24.04.3 LTS as the operating system environment.

### 4.10. Statistical Analysis

All data are presented as mean ± standard deviation (SD), unless otherwise indicated. The normality of data distribution was assessed using the Shapiro–Wilk test before statistical comparisons. For comparisons between two groups, an unpaired two-tailed Student’s *t*-test was applied. For microarray data, statistical significance was assessed using an unpaired *t*-test with Benjamini–Hochberg correction for multiple testing, and a fold-change threshold of 1.5 was applied. Differential miRNA and mRNA expression levels were analyzed using the comparative ΔΔCt method. A *p*-value < 0.05 was considered statistically significant. Statistical analyses were performed using GraphPad Prism 9 (GraphPad Software, San Diego, CA, USA) and GeneSpring GX 15.5 (Agilent Technologies, Santa Clara, CA, USA). The EV-derived miRNA qPCR analysis was performed as an exploratory, targeted candidate-based analysis of 13 miRNAs selected a priori based on our previous lung and adipose tissue data. No multiple-testing correction was applied at this stage; therefore, nominal *p*-values are reported, and the rno-let-7b-5p result should be interpreted as an exploratory finding.

## 5. Conclusions

In conclusion, this preliminary and hypothesis-generating study identified a nominal 1.5-fold increase in serum EV-associated rno-let-7b-5p in HDM-exposed rats, accompanied by altered expression of its predicted targets, including increased pulmonary *Ptafr* and decreased adipose *Zbtb16*. Because the study included a small cohort and no multiple-testing correction was applied to the 13-miRNA panel, these findings should be interpreted cautiously and require confirmation in larger independent cohorts. The tissue and cellular origin of circulating EV-associated rno-let-7b-5p remains unknown, and the present data do not establish direct EV transfer or a causal mechanism of lung–adipose tissue communication. Nevertheless, the observed associations support rno-let-7b-5p as a candidate for future mechanistic studies. Functional experiments, including gain- and loss-of-function approaches and EV transfer assays, are required to validate its biological role.

## Figures and Tables

**Figure 1:**
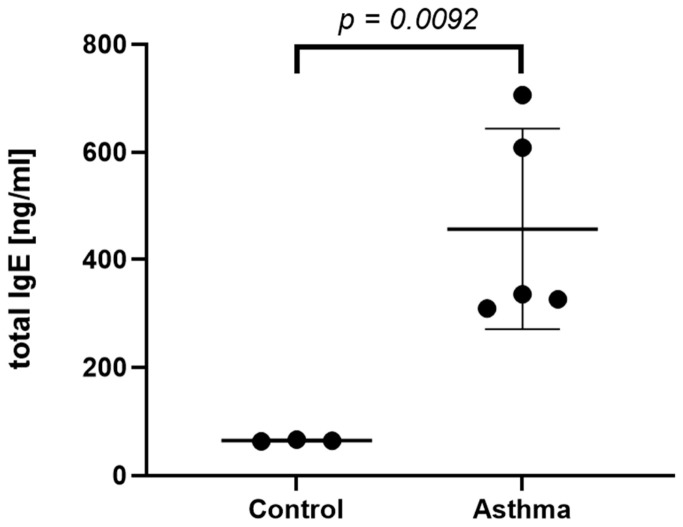
Total IgE concentration in serum from allergic rats (Asthma) compared to control animals (Control). Data were obtained using unpaired two-tailed Student’s *t*-test and are presented as a mean ± standard deviation (whiskers).

**Figure 2:**
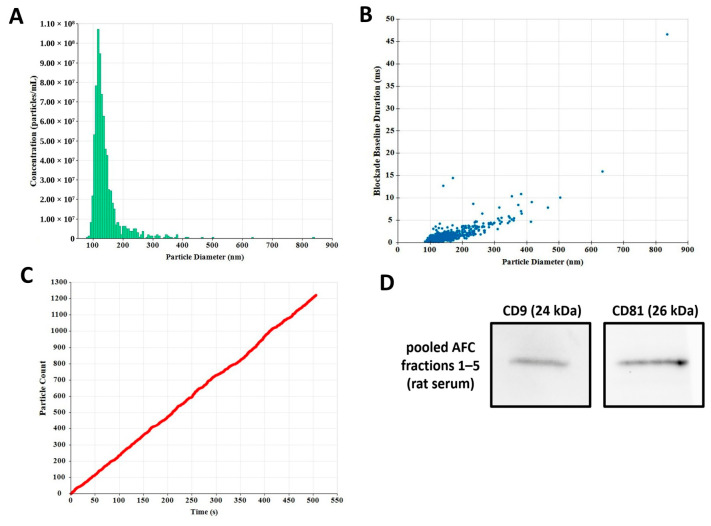
Extracellular vesicle characterization. (**A**) Size histogram of extracellular vesicles corresponding to particle concentration. (**B**) Blockade baseline duration (ms) for corresponding particle diameter (nm). (**C**) Particle measurement rate over time during the measurement. (**D**) Detection of EV membrane markers with Western blot.

**Figure 3:**
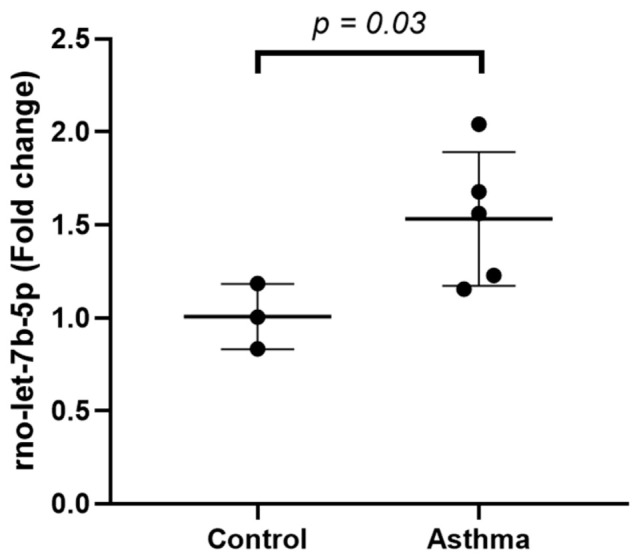
Fold change in rno-let-7b-5p expression in serum-derived EVs from allergic rats compared to control animals. Expression is normalized to endogenous control rno-miR-26a. Data were obtained using unpaired two-tailed Student’s *t*-test and are presented as scatter plots with mean and standard deviation as whiskers.

**Figure 4:**
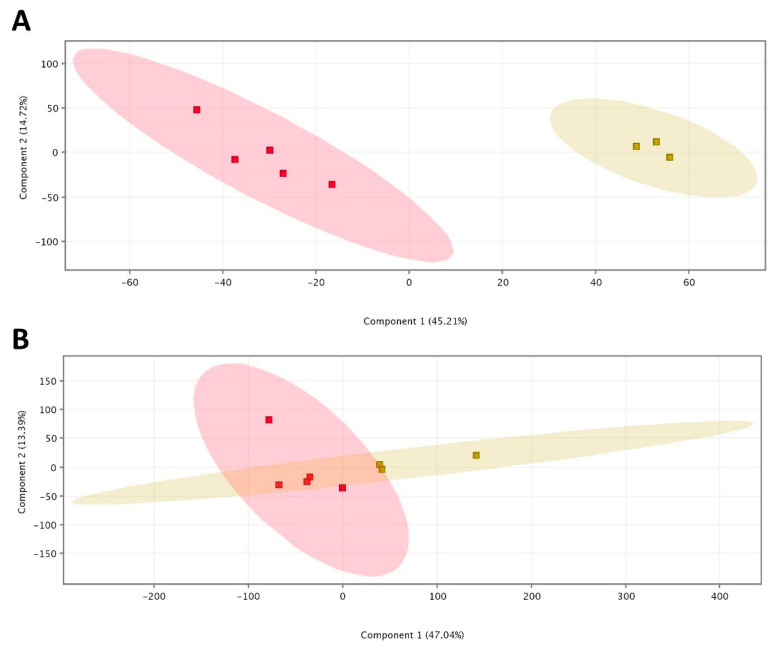
PCA for lung (**A**) and adipose tissue (**B**) from asthmatic (red) and control (yellow) rats. The first two principal components jointly explained 59.93% of the variance in lung tissue and 60.43% in adipose tissue.

**Figure 5:**
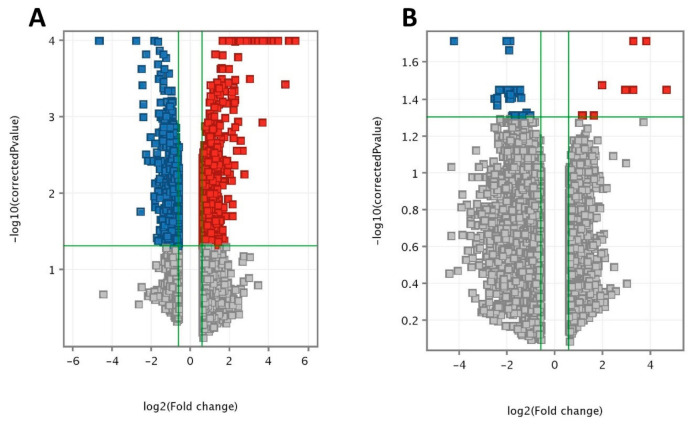
Volcano plot of downregulated (**left**) and upregulated genes (**right**) in the lungs (**A**) and adipose tissue (**B**). The fold-change threshold was set at 1.5.

**Figure 6:**
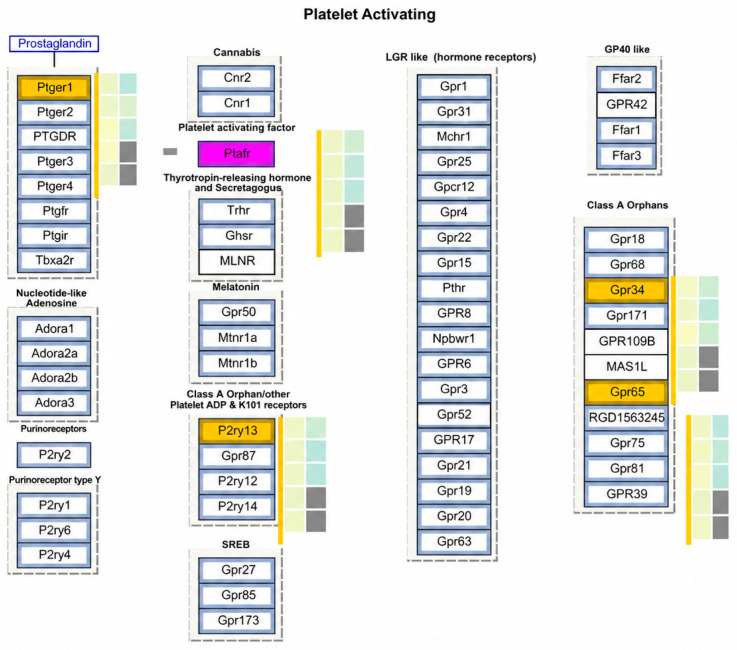
*Ptafr*-associated pathway 1—“GPCR Class A Rhodopsin-like”. Genes significantly altered in the expression microarray experiment and identified by prediction databases as target genes for rno-let-7b-5p were indicated with yellow and blue gene boxes, respectively. Genes (*Vav3* or *Ptafr*) enriched in both datasets were indicated with a pink gene box.

**Figure 7:**
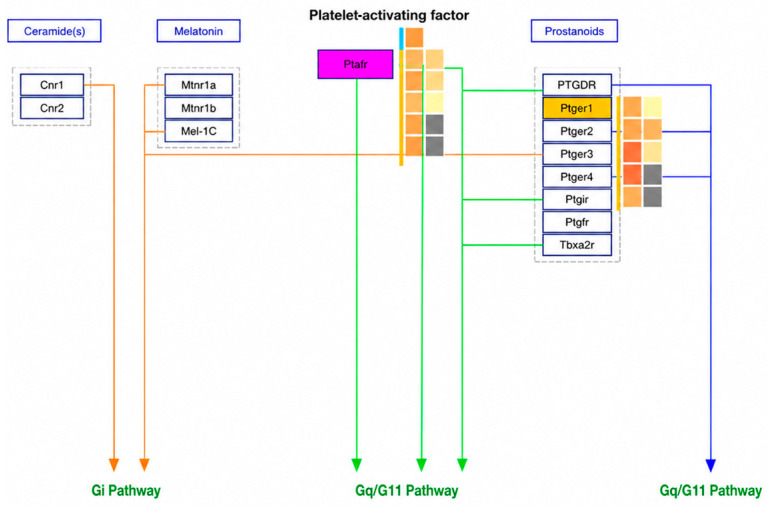
*Ptafr*-associated pathway 2—”Small Ligand GPCRs”. Genes significantly altered in the expression microarray experiment and identified as target genes for rno-let-7b-5p were indicated with yellow and blue gene boxes, respectively. Genes (*Vav3* or *Ptafr*) enriched in both datasets were indicated with a pink gene box.

**Figure 8:**
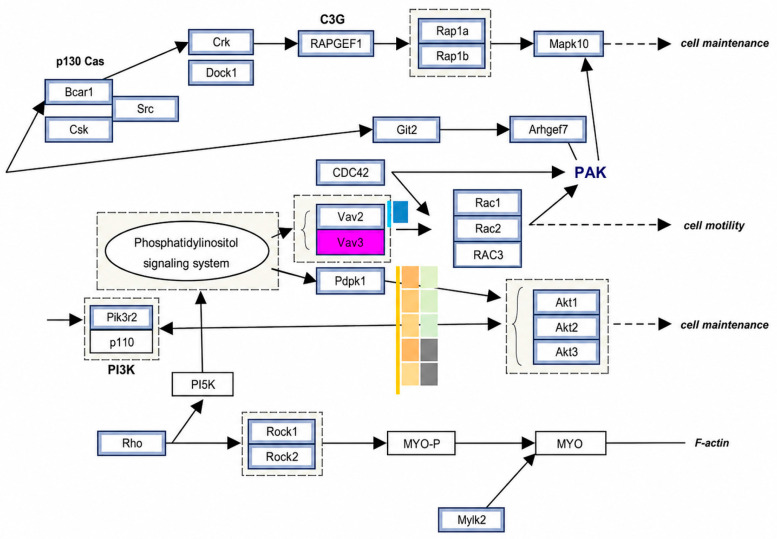
*Vav3*-associated pathway 1—”Integrin-mediated cell adhesion”. Genes significantly altered in the expression microarray experiment and identified as target genes for rno-let-7b-5p were indicated with yellow and blue gene boxes, respectively. Genes (*Vav3* or *Ptafr*) enriched in both datasets were indicated with a pink gene box.

**Figure 9:**
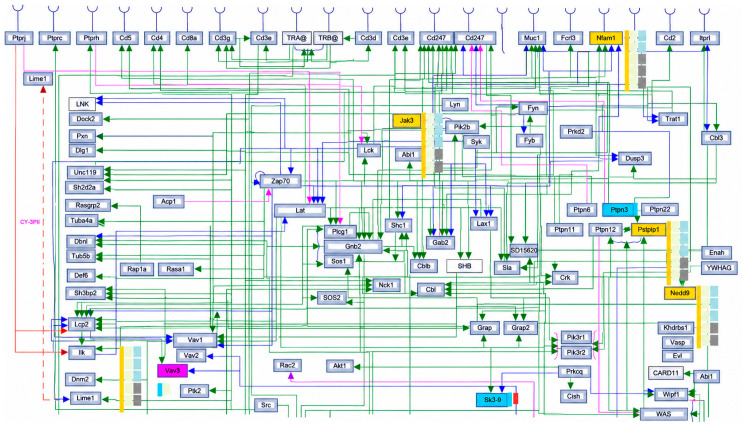
*Vav3*-associated pathway 2—”T-cell receptor signaling pathway”. Genes significantly altered in the expression microarray experiment and identified as target genes for rno-let-7b-5p were indicated with yellow and blue gene boxes, respectively. Genes (*Vav3* or *Ptafr*) enriched in both datasets were indicated with a pink gene box.

**Figure 10:**
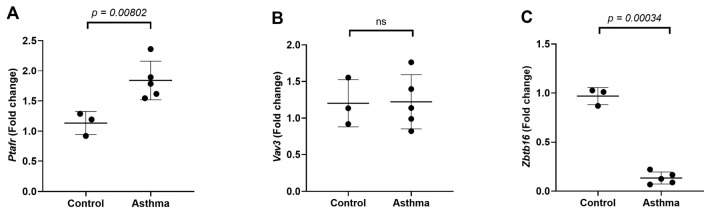
Fold change in gene expression for *Ptafr* (**A**), *Vav3* (**B**) in lungs, and *Zbtb16* (**C**). Expression was analyzed in lungs and adipose tissue from allergic rats as compared to control animals. Data were obtained using unpaired two-tailed Student’s *t*-test and are presented as scatter plots with mean and standard deviation as whiskers.

**Figure 11:**
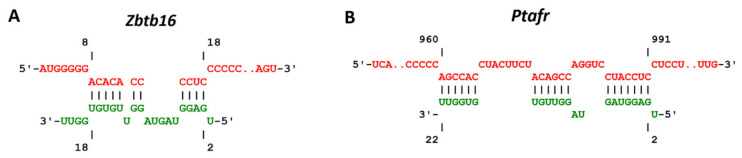
Graphical representation of the interactions between *Zbtb16* (**A**), *Ptafr* (**B**) and rno-let-7b-5p. Different colors represent the sequence of target genes (red) and rno-let-7b-5p (green).

**Figure 12:**
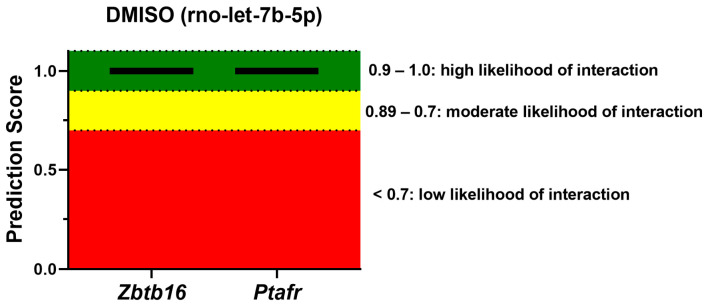
Prediction score for *Ptafr*, *Zbtb16*, and rno-let-7b-5p binding.

## Data Availability

The datasets generated and/or analyzed during the current study are available from the corresponding author on reasonable request. The microarray datasets have been deposited in the Gene Expression Omnibus (GEO) database under accession number GSE315152 and will be released publicly upon acceptance of the manuscript.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/ijms27135989/s1.

## Abbreviations

HDM—house dust mite; EV—extracellular vesicle; miRNA—microRNA; TRPS—tunable resistive pulse sensing; SEC—size-exclusion chromatography; MOA—multi-omic analysis; PAF—platelet-activating factor; PTAFR—platelet-activating factor receptor; NLRP3—NLR family pyrin domain containing 3; GPCR—G protein-coupled receptor; ER—endoplasmic reticulum; ELISA—enzyme-linked immunosorbent assay; qPCR—quantitative polymerase chain reaction; PCA—principal component analysis; Th2—T helper type 2; NKT—natural killer T; GLP-1R—glucagon-like peptide-1 receptor.

## References

[1] Wouters E.F.M., Reynaert N.L., Dentener M.A., Vernooy J.H.J. (2009). Systemic and local inflammation in asthma and chronic obstructive pulmonary disease: Is there a connection?. Proc. Am. Thorac. Soc..

[2] Serafino-Agrusa L., Spatafora M., Scichilone N. (2015). Asthma and metabolic syndrome: Current knowledge and future perspectives. World J. Clin. Cases.

[3] Fantuzzi G. (2005). Adipose tissue, adipokines, and inflammation. J. Allergy Clin. Immunol..

[4] Forno E., Lescher R., Strunk R., Weiss S., Fuhlbrigge A., Celedón J.C. (2011). Decreased response to inhaled steroids in overweight and obese asthmatic children. J. Allergy Clin. Immunol..

[5] Thomou T., Mori M.A., Dreyfuss J.M., Konishi M., Sakaguchi M., Wolfrum C., Rao T.N., Winnay J.N., Garcia-Martin R., Grinspoon S.K. (2017). Adipose-derived circulating miRNAs regulate gene expression in other tissues. Nature.

[6] Langwinski W., Szczepankiewicz D., Narozna B., Stegmayr J., Wagner D., Alsafadi H., Lindstedt S., Stachowiak Z., Nowakowska J., Skrzypski M. (2022). Allergic inflammation in lungs and nasal epithelium of rat model is regulated by tissue-specific miRNA expression. Mol. Immunol..

[7] Szczepankiewicz D., Langwinski W., Kolodziejski P., Pruszynska-Oszmałek E., Sassek M., Nowakowska J., Chmurzyńska A., Nowak K.W., Szczepankiewicz A. (2020). Allergic Inflammation Alters microRNA Expression Profile in Adipose Tissue in the Rat. Genes.

[8] Imayama I., Eccles J.D., Ascoli C., Kudlaty E., Park G.Y. (2024). Body Weight and Allergic Asthma: A Narrative Review. J. Clin. Med..

[9] Hersoug L.G., Linneberg A. (2007). The link between the epidemics of obesity and allergic diseases: Does obesity induce decreased immune tolerance?. Allergy.

[10] Mancuso P. (2010). Obesity and lung inflammation. J. Appl. Physiol. Bethesda Md. (1985).

[11] Liu X., Gao J., Yang L., Yuan X. (2024). Roles of exosomal miRNAs in asthma: Mechanisms and applications. J. Asthma Allergy.

[12] Bartel S., La Grutta S., Cilluffo G., Perconti G., Bongiovanni A., Giallongo A., Behrends J., Kruppa J., Hermann S., Chiang D. (2020). Human airway epithelial extracellular vesicle miRNA signature is altered upon asthma development. Allergy.

[13] Soccio P., Moriondo G., Lacedonia D., Tondo P., Pescatore D., Quarato C.M.I., Carone M., Barbaro M.P.F., Scioscia G. (2023). MiRNA and exosomal miRNA as new biomarkers useful to phenotyping severe asthma. Biomolecules.

[14] Bahmer T., Krauss-Etschmann S., Buschmann D., Behrends J., Watz H., Kirsten A.M., Pedersen F., Waschki B., Fuchs O., Pfaffl M.W. (2021). RNA-seq–based profiling of extracellular vesicles in plasma reveals a potential role of miR-122-5p in asthma. Allergy.

[15] Alhamdan F., Greulich T., Daviaud C., Marsh L.M., Pedersen F., Thölken C., Pfefferle P.I., Bahmer T., Potaczek D.P., Tost J. (2023). Identification of extracellular vesicle microRNA signatures specifically linked to inflammatory and metabolic mechanisms in obesity-associated low type-2 asthma. Allergy.

[16] Taka S., Tzani-Tzanopoulou P., Wanstall H., Papadopoulos N.G. (2019). MicroRNAs in Asthma and Respiratory Infections: Identifying Common Pathways. Allergy Asthma Immunol. Res..

[17] Mandolesi G., Rizzo F.R., Balletta S., Stampanoni Bassi M., Gilio L., Guadalupi L., Nencini M., Moscatelli A., Ryan C.P., Licursi V. (2021). The microRNA let-7b-5p Is Negatively Associated with Inflammation and Disease Severity in Multiple Sclerosis. Cells.

[18] Koeppen K., Nymon A., Barnaby R., Bashor L., Li Z., Hampton T.H., Liefeld A.E., Kolling F.W., LaCroix I.S., Gerber S.A. (2021). Let-7b-5p in vesicles secreted by human airway cells reduces biofilm formation and increases antibiotic sensitivity of *P. aeruginosa*. Proc. Natl. Acad. Sci. USA.

[19] Hartung F., Haimerl P., Schindela S., Mussack V., Kirchner B., Henkel F.D.R., Bernhardt U., Zissler U.M., Santarella-Mellwig R., Pfaffl M. (2024). Extracellular vesicle miRNAs drive aberrant macrophage responses in NSAID-exacerbated respiratory disease. Allergy.

[20] Rattanapan Y., Nongwa K., Supanpong C., Satsadeedat C., Sai-ong T., Kooltheat N., Chareonsirisuthigul T. (2024). Downregulation of miR-25-3p and Its Impact on PTAFR and IGF2BP3 Expression in Type 2 Diabetes Mellitus: Implications for Biomarker Discovery and Disease Pathogenesis. J. Clin. Med. Res..

[21] Wang X., Iyer A., Lyons A.B., Körner H., Wei W. (2019). Emerging Roles for G-protein Coupled Receptors in Development and Activation of Macrophages. Front Immunol..

[22] Rosenbaum D.M., Rasmussen S.G.F., Kobilka B.K. (2009). The structure and function of G-protein-coupled receptors. Nature.

[23] Wahid H.H., Anahar F.N., Isahak N.H., Mohd Zoharodzi J., Mohammad Khoiri S.N.L., Mohamad Zainal N.H., Kamarudin N., Ismail H., Mustafa Mahmud M.I.A. (2024). Role of Platelet Activating Factor as a Mediator of Inflammatory Diseases and Preterm Delivery. Am. J. Pathol..

[24] Thawanaphong S., Nair A., Volfson E., Nair P., Mukherjee M. (2024). IL-18 biology in severe asthma. Front. Med..

[25] Hur J., Kang J.Y., Kim Y.K., Lee S.Y., Lee H.Y. (2021). Glucagon-like peptide 1 receptor (GLP-1R) agonist relieved asthmatic airway inflammation via suppression of NLRP3 inflammasome activation in obese asthma mice model. Pulm. Pharmacol. Ther..

[26] Sassmann A., Gier B., Gröne H.J., Drews G., Offermanns S., Wettschureck N. (2010). The Gq/G11-mediated signaling pathway is critical for autocrine potentiation of insulin secretion in mice. J. Clin. Investig..

[27] Harishkumar R., Hans S., Stanton J.E., Grabrucker A.M., Lordan R., Zabetakis I. (2022). Targeting the Platelet-Activating Factor Receptor (PAF-R): Antithrombotic and Anti-Atherosclerotic Nutrients. Nutrients.

[28] Olejnik A.E., Kuźnar-Kamińska B. (2024). Association of Obesity and Severe Asthma in Adults. J. Clin. Med..

[29] Kume H., Kazama K., Sato R., Sato Y. (2025). Possible Involvement of Lysophospholipids in Severe Asthma as Novel Lipid Mediators. Biomolecules.

[30] Suliman B.A., Xu D., Williams B.R.G. (2012). The Promyelocytic Leukemia Zinc Finger Protein: Two Decades of Molecular Oncology. Front. Oncol..

[31] Lopez-Castejon G. (2020). Control of the inflammasome by the ubiquitin system. FEBS J..

[32] Stutz A., Kolbe C.C., Stahl R., Horvath G.L., Franklin B.S., van Ray O., Brinkschulte R., Geyer M., Meissner F., Latz E. (2017). NLRP3 inflammasome assembly is regulated by phosphorylation of the pyrin domain. J. Exp. Med..

[33] Dong D., Du Y., Fei X., Yang H., Li X., Yang X., Ma J., Huang S., Ma Z., Zheng J. (2023). Inflammasome activity is controlled by ZBTB16-dependent SUMOylation of ASC. Nat. Commun..

[34] Pobezinsky L.A., Etzensperger R., Jeurling S., Alag A., Kadakia T., McCaughtry T.M., Kimura M.Y., Sharrow S.O., Guinter T.I., Feigenbaum L. (2015). Let-7 miRNAs target the lineage-specific transcription factor PLZF to regulate terminal NKT cell differentiation and effector function. Nat. Immunol..

[35] Zúñiga L.A., Shen W.J., Joyce-Shaikh B., Pyatnova E.A., Richards A.G., Thom C., Andrade S.M., Cua D.J., Kraemer F.B., Butcher E.C. (2010). IL-17 Regulates Adipogenesis, Glucose Homeostasis, and Obesity. J. Immunol..

[36] Huang Z., Zhao X., Wen W., Shi R., Liang G. (2025). Exosome miRNA sorting controlled by RNA-binding protein-motif interactions. Extracell. Vesicles Circ. Nucleic Acids.

[37] Mann M., Wright P.R., Backofen R. (2017). IntaRNA 2.0: Enhanced and customizable prediction of RNA-RNA interactions. Nucleic Acids Res..

[38] Busch A., Richter A.S., Backofen R. (2008). IntaRNA: Efficient prediction of bacterial sRNA targets incorporating target site accessibility and seed regions. Bioinformatics.

[39] Wright P.R., Georg J., Mann M., Sorescu D.A., Richter A.S., Lott S., Kleinkauf R., Hess W.R., Backofen R. (2014). CopraRNA and IntaRNA: Predicting small RNA targets, networks and interaction domains. Nucleic Acids Res..

[40] Talukder A., Zhang W., Li X., Hu H. (2022). A deep learning method for miRNA/isomiR target detection. Sci. Rep..

How the deposited data were processed for this re-analysis (not part of the article)

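Gene expression was measured in the lungs and in the adipose tissue of 8 Brown Norway rats, 5 given house dust mite (HDM rats) and 3 given saline (control rats), on 16 arrays, with 1 array per rat and tissue. Each array was mapped to its rat and tissue by its label, and no sample column was left unused. The number of arrays limits the precision of every value.

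The authors deposited 2 kinds of files. For each array the authors deposited the spot intensity on a linear scale, extracted with Agilent Feature Extraction 12.0.3.1, which had subtracted the background and corrected for trends across the array, without any normalization between arrays. The median intensity of each spot and of its local background, and marks for outlier spots and for spots well above background, stand beside it in the deposited files. The authors also deposited a table of log2 values for all arrays, made in GeneSpring GX 15.5. The paper's text does not name the steps behind this table. Its values were checked against the intensities and lay within 0.1 log2 units of the intensities shifted to the 75th percentile of each array and centered on the median of each probe within a tissue. In 39 of its cells a month and a number stand in place of a value, and these were treated as missing, or filled from the scanner signal where the whole table was needed.

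The main values were computed from the deposited intensities. Control probes were left out, outlier spots were left out, the spots of a probe were averaged on the log2 scale, and the 75th percentile of the array was subtracted. No filter was set on dim probes, because the paper gives all probes as analyzed. HDM rats were compared with control rats in each tissue on its own with limma 3.58.1 (lmFit and eBayes) in R 4.3.3, with data.table 1.17.8 and jsonlite 2.0.0. The p-values were adjusted with the Benjamini–Hochberg method over all 45598 probes, and a probe was called differentially expressed at an adjusted p below 0.05 and an absolute fold change above 1.5, the thresholds of the paper's methods. The methods name an unpaired t-test, which was run as an alternative. Single values were compared with two-sided exact permutation tests over the 56 ways of splitting 8 rats into 5 and 3. The change in lung was compared with the change in adipose tissue by limma on the difference between the 2 arrays of each rat. Principal components were computed from centered log2 values without scaling of the variance. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

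Gene symbols were given to probes through the RefSeq accessions of the array design and a table of 47357 rat genes of the GRCr8 assembly, and for Nfam1 through Supplementary File S1. Where a gene has several probes, the one with the highest mean log2 value is given first. The genes named are those the results name (Ptafr, Vav3 and Zbtb16), the controls Gapdh and Hprt1, the genes that Figures 6–9 mark as altered and those of the discussion. The 10 gene symbols with the largest change in each tissue among differentially expressed probes that separate the groups are named too. Genes of the lists are named only beside their list. Fkbp5, S100a8 and S100a9 in adipose tissue lie outside this rule and were chosen after their values were seen.

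In each tissue 11 lists of genes were tested with limma's camera (preset correlation 0.01) and fry, with 1 probe per symbol and only symbols with a value on all 8 arrays, and the p-values were adjusted over the 22 tests. The lists hold glucocorticoid-induced genes, clock genes of the day phase and of the opposite phase, and genes of neutrophils, eosinophils, the type 2 response, B cells and lymph nodes, adipocytes, skeletal muscle, erythrocytes, and epididymis and testis. They were written after the supplementary lists of the paper had been read, so genes on both are not independent evidence. Of the 140 list entries, 139 have a current symbol, and Per1 stands on 2 lists. Zbtb16 was left out of the glucocorticoid-induced list for the tests.

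The tests, the lists, the rule for naming genes and most alternatives were set before the data were examined. These alternatives were other tests (the t-test, limma treat, a joint fit of both tissues with the rat as a random block), other orders of filter and adjustment, and other fold-change thresholds. They also covered other normalizations (quantile, median, probes well above background, Gapdh and Hprt1, normexp with an offset of 50, the deposited log2 table), a filter on dim probes and array weights. Each rat was left out in turn, the replicate number was used as a block, and counts were made by gene symbol, by other probes and from other sets of probes for the components. The lists were also tested with an estimated correlation and without the genes of the paper's lists, of which the copy of Supplementary File S1 used held 1242 of 1313 probes. After the data had been seen, 3 further kinds were added, which are combinations of the deposited table with the paper's order of steps, the row of the slide as a block, and the handling of 2 adipose arrays with epididymis genes.

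The steps were tested on simulated data with 200 changed probes, in which the probes varied independently of each other. At a change of 2 log2 units, the t-test found 59.5% of them with the spreads of the lung probes and 35% with those of the adipose probes. With limma and the adjustment made only over probes past 1.5-fold, 183 of 362 calls in lung (50.6%) and 64 of 199 in adipose tissue (32.2%) were unchanged probes. For the difference between the tissues, limma found 79% of 200 probes changed by 4 log2 units.

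The tests of genes with let-7 sites could not be run, because they need transcript sequences. The slide could not be used as a block, because all arrays of a tissue lie on 1 slide. The median intensity was used for normexp, because the files hold no mean intensity of a spot. The pathway tests, the enzyme-linked assays, the PCR measurements, the extracellular vesicles and the target predictions were not analysed here.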

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

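The tests of another tissue in HDM rat 1, of the glucocorticoid response behind Zbtb16, of blood in the lungs and in the adipose tissue, of rno-let-7b-5p acting on Zbtb16, of other splits for the type 2 list and of the slide row as a block were chosen only after the result was seen.

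In 8 of 59 groups of 5 HDM rats, 1 rat lay far from the others by Dixon's test at the 95% level, where chance gives about 2.95 groups (5%). In lung, the Nlrp3 signal of HDM rat 3 was −1.43, compared with −1.24 to −1.20 in the other HDM rats, and the mean of the type 2 response list in HDM rat 4 was −0.73, compared with −0.58 to −0.53. The gaps are small, and no technical or biological explanation was tested for these 2 values. The other 6 groups concern the adipose arrays of HDM rats 1 and 2.

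On component 1 of the adipose arrays, HDM rat 1 scored −132 and the other HDM rats scored 42.0 to 103, while control rat 1 lay on the same side as HDM rat 1. The mean of the epididymis and testis list was 2.91 in HDM rat 1 and −4.84 to −3.81 in the other HDM rats, and 4.48 in control rat 1. All 9 genes of the list were higher in HDM rat 1 than in each other HDM rat, and all 9 were higher in control rat 1 than in each other control rat. The most abundant of them, Lcn5, had a signal of 9.59 in HDM rat 1 and 10.48 in control rat 1. Weaker labeling of the array of control rat 1 is argued against by its spike-in controls, whose mean log2 signal was 9.74, within the 9.61 to 9.95 of the other adipose arrays. That control rat 1 was an HDM rat is argued against by its lung, which lay nearer to the other control rats at 88% of the 125 probes differentially expressed without it. A swap of the adipose tubes alone was not tested. A candidate explanation for both samples is RNA of epididymis in the adipose tissue taken. The list has 6 of its 9 genes well above background on at least 4 of the 8 adipose arrays, so traces are present elsewhere too. The mean of the clock genes of the day phase was also lower in HDM rat 1 (0.48) than in the other HDM rats (0.98 to 1.15), for which no separate explanation was tested. No biological explanation was tested for either rat, since the design gives none.

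On component 2 of the adipose arrays, HDM rat 2 scored 175 and the other HDM rats −62.4 to −2.10. Its array also had 1224 outlier spots, compared with 356 to 444, and the median SD of probes printed 10 times was 0.0675 log2 units, compared with 0.0473 to 0.0518. On the 20354 probes well above background it no longer lay apart on component 2 (41.2, beside 37.8 in HDM rat 1). A noisier array is a candidate explanation for its place on component 2. No biological explanation was tested, since the design gives none.

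The change with HDM differed between the tissues at a probe of Prok2, by 5.52 log2 units (limma adjusted p = 0.00959, exact permutation test p = 0.0179), with the signals of all 5 HDM rats above those of the 3 control rats in lung. At its brighter probe the difference was 4.99 (adjusted p = 0.0648). Neither probe was well above background on any adipose array, so the size of the difference is not fixed by these values. In 4 of the 56 splits of the rats as many probes differed between the tissues, so chance cannot be excluded for the count of 1 probe. For Zbtb16 the difference was −2.16 log2 units (standard error 0.41, exact permutation test p = 0.0179, not adjusted for the number of genes), with a limma adjusted p of 0.320, which does not pass the threshold. The gene was lower in 5 of 5 HDM rats in both tissues. The scaling of the arrays differs between the tissues, and no technical or biological explanation of the 2 differences was tested.

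Apart from Zbtb16, which it discusses for adipose tissue, the paper's text does not discuss the genes with the largest changes in lung. Their log2 fold changes were 4.81 for Prok2, −4.70 for Zbtb16, 4.46 for S100a8, 4.42 for Stfa2l2, 4.09 for S100a9, 3.95 for Mmp8, 3.23 for Mmp9, 2.86 for Sele, −2.78 for Fkbp5 and 2.77 for Nlrp12, each in the same direction in 5 of 5 HDM rats. All 10 were differentially expressed under every normalization and with each rat left out in turn. Chance is argued against for the number of differentially expressed probes, since 1 of the 56 splits, the real one, gave as many. That is the smallest share the design allows. The row of the slide is argued against as the whole cause. HDM rat 5, whose array lay in the row of the control rats, was nearer to the other HDM rats at 93.3% of the 210 probes differentially expressed without it. With the row as a block, which rests the comparison on HDM rat 5 alone, 3 of the genes were no longer differentially expressed. The Prok2 lung change was then 4.18 (adjusted p = 0.196), the S100a8 lung change 3.89 (adjusted p = 0.0539) and the Mmp9 lung change 2.83 (adjusted p = 0.0539). That these changes go with HDM exposure remains a hypothesis, and a difference between the groups in the time of tissue collection stays open.

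The mean log2 fold change of the neutrophil list in lung was 2.00 (adjusted p = 1.1e-22 with camera and 2.0e-05 with fry), with 17 of 19 genes higher. Of its 19 genes with a probe, 12 were differentially expressed over all probes and 16 when adjusted over the list alone. More blood in the lungs of HDM rats is argued against by the erythrocyte list, whose mean was 0.23 (adjusted p = 0.538). Without control rat 1 that mean was 0.69 (adjusted p = 0.0587), still far below that of the neutrophil list. A mean as large arose in 1 of 56 splits, the real one, which is the smallest share the design allows. That argues against chance but is not adjusted over the 22 tests. The list was written after the paper's lists had been read, which favors the real split, so chance is not excluded. More neutrophils in the lungs of HDM rats, or higher expression in the cells present, may account for the list, and the arrays cannot separate the 2. Many of the genes are also on the paper's list for lung, which was drawn from these arrays, so their change is not independent evidence. In lung, 16 of the 19 genes were well above background on at least 4 arrays.

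The eosinophil list had a mean of 0.93 in lung (adjusted p = 1.3e-04 with camera and 0.0155 with fry), with 9 of 10 genes higher, 1 differentially expressed over all probes and 4 adjusted over the list alone. For the type 2 response list the mean was 0.31 (adjusted p = 0.0111 with camera and 0.0155 with fry), with 12 of 15 genes higher and 1 called both over all probes and adjusted over the list alone. For eosinophils 1 of 56 splits, the real one, gave a mean as large. That argues against chance but is not adjusted over the 22 tests, and the list was written after the paper's lists had been read. For the type 2 response 2 of 56 splits did, and control rat 1 (−0.63) lay above HDM rat 4 (−0.73), so chance cannot be excluded. In lung, 9 of the eosinophil genes and 13 of the type 2 genes were well above background on at least 4 arrays. Of the lists called by camera, the estimated correlation kept only that of neutrophils in lung (adjusted p = 0.0319). More eosinophils in the lung may account for part of this, and no test here separates that from higher expression in the cells present.

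The glucocorticoid-induced list had a mean of −0.64 in lung (adjusted p = 4.8e-08 with camera and 0.00102 with fry), with 16 of 21 genes lower, 5 differentially expressed over all probes and 10 adjusted over the list alone. The clock genes of the day phase had a mean of −0.99 (adjusted p = 5.9e-08 with camera and 0.00505 with fry), with 8 of 8 lower, 3 differentially expressed and 4 adjusted over the list alone. Chance is argued against for both in lung, with 1 of 56 splits as large each, not adjusted over the 22 tests. Both lists were written after the paper's lists had been read, which favors the real split. In adipose tissue chance cannot be excluded, with 4 of 56 splits as large for the glucocorticoid-induced list and 6 of 56 for the clock genes. These splits keep control rat 1, whose adipose sample had high epididymis genes. Without it the adipose means were −0.55 for the glucocorticoid-induced list and −0.78 for the clock genes. Without control rat 2 they were −0.33 and −0.40. A lower glucocorticoid response and a different clock phase at death cannot be told apart here. The times of collection are not known, Per1 stands on both lists, and the opposite-phase list, which a shift of the clock would raise, had an adjusted p of 0.417 in adipose tissue. The opposite-phase genes went both ways under every normalization. Bmal1 (log2 fold change 0.97 in lung and 0.98 in adipose tissue) and Npas2 (1.11 and 0.97) were higher, and Cry1 (−0.80 and −0.74) was lower. Of the 5 genes, only Cry1 in lung was differentially expressed (limma adjusted p = 0.0291, lower in 5 of 5 HDM rats), in 3 of 8 fits with a rat left out (adjusted p between 0.0468 and 0.149).

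Zbtb16 is listed for lung in Supplementary File S1, but the paper discusses it for adipose tissue only. The paper gives lower rno-let-7b-5p in lung from earlier work, which would raise Zbtb16. Lower rno-let-7b-5p therefore does not account for the fall of Zbtb16 in lung (−4.70). Whether rno-let-7b-5p acts on Zbtb16 there is not settled, since another cause of the fall could outweigh a rise. In adipose tissue (−2.54) action of rno-let-7b-5p cannot be told apart from other explanations. No small RNA was measured on these arrays and no transcripts were at hand to find sites in. A lower glucocorticoid response may account for Zbtb16 in both tissues, and the glucocorticoid-induced list, which leaves out Zbtb16, was lower in both. The list was written after the paper's lists had been read, and a clock shift is not excluded, so this stays open. A test on the list genes outside the paper's lists (lung, adjusted p = 0.103) decides nothing, because the genes left out had been picked for their change on the same arrays.

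In adipose tissue the neutrophil list had a mean of 0.65 (adjusted p = 0.00278 with camera, 0.0193 with fry and 0.123 with an estimated correlation), with 11 of 19 genes higher, 0 differentially expressed over all probes with limma and 2 adjusted over the list alone. The mean was between 0.57 and 0.73 with each rat left out. A mean as large arose in 1 of 56 splits, the real one, which is the smallest share the design allows. That argues against chance but is not adjusted over the 22 tests. The estimated correlation gave no call, so chance is not excluded. The paper's text does not discuss neutrophil genes in this tissue. The other 8 genes were lower, so the members moved both ways. More blood in the adipose tissue of HDM rats is argued against as the whole cause for S100a8 (4.66) and S100a9 (3.83), since the mean of the erythrocyte list was 0.52 and each of its 5 genes with a value rose by at most 0.75. More neutrophils in the tissue or its blood, or higher expression in the cells present, may account for these 2 genes, and the arrays cannot separate these.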

How the results depend on the processing

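The combinations of the deposited table with other steps, the row of the slide as a block, and the handling of the 2 adipose arrays with epididymis genes were chosen only after the result was seen. Other tests of the dependence on the processing were set earlier.

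Over the counts, shares of variance, gene lists and genes of the design, 286 values under an alternative kept their direction and their side of the threshold or moved by less than the replicate spread. Another 76 moved further, 31 lost and 12 gained a call, and 3 reversed. Over the other lists 269 values kept their direction and call, 29 lost a call, 13 gained one and 19 reversed. Over the other named genes 674 kept both, 99 lost a call, 78 gained one and 0 reversed. Under the alternatives set earlier that keep all 8 rats, Zbtb16 in lung lay between −4.77 and −4.36, Zbtb16 in adipose tissue between −2.96 and −2.20, Ptafr between 0.58 and 0.69 and Vav3 between 0.53 and 0.63. For lists, a reversal is one of the test's direction, which camera sets against all other genes and which can differ from the sign of the list mean. For B cells in adipose tissue it was higher at a mean of −0.098. Where no cause is given for a change, the cause was not tested.

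With the p-values adjusted only over the probes past 1.5-fold, fewer tests are corrected for, and the counts from the scanner signal rose. With limma this gave 1329 lung probes (792 higher, 537 lower), 28 adipose probes (6 higher, 22 lower), Ptafr at 0.66 (adjusted p = 0.00670) and Zbtb16 in adipose tissue at −2.54 (adjusted p = 0.0412). The methods' t-test in that order gave 980 lung probes, 1 adipose probe and Ptafr at 0.66 (adjusted p = 0.00912). With the deposited table in that order, limma gave 1319 lung probes (776 higher, 543 lower), 48 adipose probes (9 higher, 39 lower), Ptafr at 0.65 (adjusted p = 0.00682) and Zbtb16 in adipose tissue at −2.55 (adjusted p = 0.0394). The t-test on that table gave 968 lung probes, 0 adipose probes (4170 at an unadjusted p below 0.05) and Ptafr at 0.65 (adjusted p = 0.00940). Stricter criteria left fewer lung probes, with 234 at a 2-fold threshold and 61 with limma treat. Counted by gene symbol there were 209 (114 higher, 95 lower), since probes without a symbol drop out. The t-test adjusted over all probes gave 5 probes for the tissue difference.

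The normalization moved these results. With quantile normalization, Ptafr was called (0.69, adjusted p = 0.0307), 7 adipose probes were called, components 1 and 2 held 39.4% in lung and 65.2% in adipose tissue, and the type 2 list in adipose tissue reversed in the test's direction and in sign (mean 0.18). With the 75th percentile over probes well above background, the tissues differed at 5 probes. With median scaling, Vav3 lost its call (0.55, adjusted p = 0.121), 3 adipose probes and 2 probes of the tissue difference were called, the lung components held 41.2%, and the B cell list in adipose tissue reversed in the test's direction (mean 0.20). With Gapdh and Hprt1, Vav3 lost its call (0.53, adjusted p = 0.185), 1 adipose probe was called and the adipose components held 67.3%. This scaling also turned the lung calls from 220 higher and 170 lower to 128 higher and 174 lower. With the normexp correction, Ptafr was called (0.64, adjusted p = 0.00572) and Vav3 was not, being below 1.5-fold (0.53, adjusted p = 0.00686). It gave 1 adipose probe, 631 lung and 1049 adipose probes past 1.5-fold, 55.6% and 76.0% for the components, 37 probes of the tissue difference, and a lower B cell list in adipose tissue by the test's direction (mean −0.068).

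Signal over background limits the counts. In lung 11280 and in adipose tissue 13583 probes were not well above background on any array. With dim probes left out, fewer tests were corrected for and 751 lung probes (433 higher, 318 lower), 5 adipose probes, 8 probes of the tissue difference and Ptafr (0.66, adjusted p = 0.0179) were called. Past 1.5-fold there were 1658 lung and 3183 adipose probes, the components held 55.99% and 70.1%, and the B cell list in adipose tissue, with 2 genes left, was lower by the test's direction (mean −0.42). Array weights gave 705 lung probes (383 higher, 322 lower), 338 adipose probes (16 higher, 322 lower), 11 probes of the tissue difference, Ptafr at 0.64 (adjusted p = 0.0423) and Zbtb16 in adipose tissue at −2.96 (adjusted p = 0.0113). Under them the type 2 list in adipose tissue, at −0.0042, reversed in the test's direction.

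The joint fit of both tissues gave 166 lung probes, 149 of them among the 390, and 106 adipose probes (18 higher, 88 lower), with Vav3 at 0.61 (adjusted p = 1.00) and Zbtb16 in adipose tissue at −2.54 (adjusted p = 0.00222). The consensus correlation of the 2 arrays of a rat was 0.037, and the fit shares 1 spread between tissues whose spreads differ.

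The share of components 1 and 2 also depended on the probes used. In lung and adipose tissue it was 57.7% and 69.6% with probes well above background, 49.0% and 53.4% with probes scaled to unit variance, and 53.9% and 67.0% with probes past 1.5-fold. With the deposited table, probes past 1.5-fold and unit variance it was 59.9% and 60.4%.

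For the lists, camera with an estimated correlation called neither clock genes (−0.99 in lung, adjusted p = 0.123; −0.53 in adipose tissue, adjusted p = 0.391) nor glucocorticoid-induced genes (−0.64, adjusted p = 0.116; −0.40, adjusted p = 0.391). The same held for eosinophils in lung (0.93, adjusted p = 0.123) and neutrophils in adipose tissue (0.65, adjusted p = 0.123). With fry, clock genes (−0.53, adjusted p = 0.0968) and glucocorticoid-induced genes (−0.40, adjusted p = 0.0910) lost their call in adipose tissue, and the B cell list there had the direction of its mean (−0.098). The B cell list in lung and the adipocyte and erythrocyte lists in adipose tissue lost their calls in both of these tests, the type 2 list in lung lost its call with the estimated correlation only, and skeletal muscle in adipose tissue gained one with fry. Without the genes of the paper's lists, as far as these could be read, fewer genes were tested. Those left out had been picked for their change on the same arrays, so a call lost this way says nothing about the rest. Calls were lost in lung for clock genes (−0.55, adjusted p = 0.215), eosinophils (0.52, adjusted p = 0.215) and glucocorticoid-induced genes (−0.19, adjusted p = 0.103), and in adipose tissue for glucocorticoid-induced genes (−0.13, adjusted p = 0.402). They were also lost for the type 2 response (adjusted p = 0.215) and B cells in lung and for adipocytes and erythrocytes in adipose tissue. Clock genes in adipose tissue (0.25, adjusted p = 0.416) and neutrophils in adipose tissue (−0.90, adjusted p = 0.218) and lung (0.087, adjusted p = 0.939) reversed in the test's direction.

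The labels give HDM rats and control rats the numbers 1 to 3, but same-numbered rats share only a number. The correlations of their deviations were −0.060, −0.078 and 0.046 in lung and 0.591, 0.136 and 0.097 in adipose tissue. With the replicate number as a block, limma called 0 lung probes (5550 at an unadjusted p below 0.05) and 0 probes of the tissue difference (6626), where HDM rats 4 and 5 have no partner. Vav3 was at 0.61 (adjusted p = 0.311) and Zbtb16 in lung at −4.68 (adjusted p = 0.171). The erythrocyte list in lung (mean −0.058) and the B cell list in adipose tissue (mean −0.19) were lower by the test's direction.

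With the row of the slide as a block, only HDM rat 5 shares a row with control rats. This gave 25 lung probes (18 higher, 7 lower), 19 of them among the 390, 1 adipose probe, Vav3 at 0.47 (adjusted p = 0.609), clock genes in adipose tissue at −0.39 (adjusted p = 0.0556) and the B cell list there at −0.15. Without both adipose arrays with epididymis genes the adipose components held 67.4%, and with these genes as a covariate the B cell list was at −0.090. In neither case was an adipose probe called with limma.

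With each rat left out in turn, which leaves fewer samples, the lung count lay between 100 (without control rat 2) and 333 (without HDM rat 3). The tissue difference lay between 0 and 1 probes, components 1 and 2 between 43.6% and 49.9% in lung and between 64.9% and 69.3% in adipose tissue, and Vav3, never called, between 0.57 and 0.64. In adipose tissue the clock genes lay between −0.78 and −0.40, with no call without control rat 2 (−0.40, adjusted p = 0.0766) or control rat 3 (−0.40, adjusted p = 0.130). The glucocorticoid-induced genes there lay between −0.55 and −0.33, with no call without control rat 3 (adjusted p = 0.146). Both lists were lowest without control rat 1, with camera adjusted p-values of 1.1e-07 for the clock genes and 7.9e-08 for the glucocorticoid-induced genes. Lists whose test changed direction in at least 1 of these fits, with the range of their means, were skeletal muscle in lung (−0.19 to 0.022), adipocytes in lung (0.043 to 0.73), erythrocytes in lung (−0.032 to 0.69), B cells in adipose tissue (−0.19 to 0.012), adipocytes in adipose tissue (−0.045 to 0.60) and epididymis and testis in adipose tissue (−3.85 to 0.53). The mean of the type 2 list in adipose tissue also changed sign (−0.12 to 0.013), while its test did not change direction.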

Differences from the paper's values

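The combinations of the deposited table with the order of the steps named here, and the row of the slide as a block, were tests chosen only after the result was seen.

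In lung, the paper reports 1319 differentially expressed probes, 776 of them higher and 543 lower, and the values here are 390, 220 and 170. Of the alternatives set before the data were examined, limma with the adjustment over only the probes past 1.5-fold (1329, 792 and 537) and the methods' t-test in that order (980, 582 and 398) come within 1.5 times of the paper's values. None of the others does, with counts between 0 (replicate block, limma, 5550 at an unadjusted p below 0.05) and 751 (dim probes left out). A combination chosen after seeing the values, namely the deposited table with its control probes, limma and the adjustment over only the probes past 1.5-fold, gives the paper's 1319, 776 and 543. The t-test on the same table, also chosen after seeing the values, gives 968, 569 and 399.

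In adipose tissue, the paper reports 48 differentially expressed probes, 9 higher and 39 lower, and the value here is 0 for each, with 4515 probes at an unadjusted p below 0.05 with limma and 4180 with the t-test. No alternative set before the data were examined comes within 1.5 times of the 48 or of the 39. The nearest is limma with the adjustment over only the probes past 1.5-fold (28, of which 6 higher and 22 lower), which comes within 1.5 times of the 9 higher probes. Array weights (338) and the joint fit of both tissues (106) give more than the paper, and the others give between 0 and 7. The deposited table with limma and the adjustment over only the probes past 1.5-fold, chosen after seeing the values, gives the paper's 48, 9 and 39. The t-test on the same table, also chosen after seeing the values, gives 0, 0 and 0 (4170 at an unadjusted p below 0.05).

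For the adjusted p of Ptafr in lung, the paper's supplement gives 0.00682 and the value here is 0.0671. Of the alternatives set before the data were examined, 3 come within 1.5 times, namely the adjustment over only the probes past 1.5-fold with limma (0.00670) and with the t-test (0.00912), and the normexp correction (0.00572). The others do not, at 0.0179 to 0.966. The deposited table in that order, chosen after seeing the values, gives 0.00682 with limma and 0.00940 with the t-test.

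For the adjusted p of Vav3 in lung, the paper's supplement gives 0.00428 and the value here is 0.0455. Only the adjustment over the probes past 1.5-fold with limma (0.00432) comes within 1.5 times among the alternatives set before the data were examined, and the others lie between 0.00285 and 1.00. The deposited table in that order, chosen after seeing the values, gives 0.00428 with limma and 0.00247 with the t-test.

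For the adjusted p of Zbtb16, the paper's supplement gives 6.54e-06 in lung and 0.0394 in adipose tissue, and the values here are 7.28e-05 and 0.172. Of the alternatives set before the data were examined, the adjustment over only the probes past 1.5-fold with limma comes within 1.5 times in both tissues, and leaving out dim probes does in lung. The others do not, and the highest values are 0.171 in lung and 0.582 in adipose tissue. The deposited table in that order with limma, chosen after seeing the values, reaches the paper's value in both tissues (0.0394 in adipose tissue), and with the t-test it gives 0.103 in adipose tissue.

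The paper counts Ptafr among the genes increased in lung, and here its increase did not pass the threshold after adjustment over all probes (0.66, adjusted p = 0.0671). It passed with quantile normalization (adjusted p = 0.0307), dim probes left out (0.0179) and array weights (0.0423), and with each setting named above. The paper counts Zbtb16 among the genes decreased in adipose tissue, and here its decrease did not pass (−2.54, adjusted p = 0.172). It passed with array weights (adjusted p = 0.0113) and in the joint fit of both tissues (0.00222), and with the limma settings named above. For both genes the paper also rests on PCR, not analysed here, in which the 2 changes were significant. For Vav3 the paper's PCR found no significant difference, while its array change passed here. Figures 6–9 mark Nedd9 (0.73, adjusted p = 0.0510), Pstpip1 (0.68, adjusted p = 0.0624), Nfam1 (adjusted p = 0.0746), Gpr34 (0.74, adjusted p = 0.0863) and Ptger1 (0.61, adjusted p = 0.385) as altered in lung, and here none of the 5 passed. Nedd9, Pstpip1, Nfam1 and Gpr34 passed with the adjustment over only the probes past 1.5-fold, with limma and with the t-test, on the scanner signal and on the deposited table (the latter chosen after seeing the values), and with dim probes left out. Nedd9, Pstpip1 and Gpr34 also passed with array weights, Nedd9, Pstpip1 and Nfam1 with quantile normalization, and Nedd9 and Pstpip1 with the 75th percentile over probes well above background. Nedd9 also passed with the t-test over all probes, with the deposited table alone and without HDM rat 3. Ptger1 passed in none. Figure 4 shows the groups apart on component 1 in both tissues. With all probes, component 1 separated the groups in neither tissue (exact permutation test, p = 0.571 in lung and 0.286 in adipose tissue), and component 2 separated them in lung only. With the deposited table and only the probes past 1.5-fold scaled to unit variance, a setting chosen after seeing the values, component 1 separates them in both tissues.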

Other observations

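The tests of the scaling of the adipose arrays and of other splits for the B cell, adipocyte and erythrocyte lists were chosen only after the result was seen.

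When the components are computed from probes past 1.5-fold between the groups, component 1 separates the groups in lung in 56 of the 56 splits of the 8 rats into 5 and 3, and in adipose tissue in 47 of 56. The separation on component 1 in these settings is consistent with the choice of probes by the group difference itself, and it carries no further evidence of a difference.

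With the deposited table, limma and the adjustment over only the probes past 1.5-fold, the other 55 splits of the lung arrays gave a median of 3 and at most 582 probes, and 38 of them gave at least 1. Chance is still argued against for the 1319 probes of the real split in lung, with 1 of 56 splits as large. In adipose tissue 2 of the other 55 splits gave at least 48 probes, up to 4849, so that with 3 of 56 splits as large chance cannot be excluded. With the adjustment over all probes, the other splits gave a median of 0 and at most 1 probe in lung. In adipose tissue they gave up to 3879, and all 56 splits reach the real count of 0. The row of the slide stays open in adipose tissue, since 0 probes were differentially expressed without HDM rat 5 with limma (and 0 with all rats), so its place could not be tested.

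The number of adipose probes past 1.5-fold that were lower in HDM rats may depend on the scaling of the arrays. With the 75th percentile 82.5% were lower, at a median log2 fold change over all probes of −0.15. The shares were 86.6% with the 75th percentile over probes well above background (median −0.21), 73.6% with Gapdh and Hprt1 (−0.055), 68.5% with the normexp correction (0.0057), 52.1% with quantile normalization (0.029) and 46.6% with each array scaled to its median (0.14). In lung the shares were between 33.8% and 52.6%. Which scaling is right cannot be read from these arrays.

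In adipose tissue the glucocorticoid-induced list had a mean of −0.40 (adjusted p = 0.00352 with camera and 0.0910 with fry), with 18 of 25 genes lower, 0 differentially expressed over all probes with limma and 6 adjusted over the list alone. The clock genes of the day phase had a mean of −0.53 (adjusted p = 0.00491 with camera and 0.0968 with fry), with 6 of 8 lower, 0 differentially expressed and 3 adjusted over the list alone. For the opposite phase the mean was 0.37 in lung (adjusted p = 0.138), with 3 of 5 genes higher, 1 differentially expressed (Cry1, lower) and 4 adjusted over the list alone. In adipose tissue it was 0.11 (adjusted p = 0.417), with a median of −0.26, so that mean and median differ in sign, and 0 genes were differentially expressed and 2 adjusted over the list alone.

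The B cell and lymph node list had a mean of 0.21 in lung (adjusted p = 0.0164 with camera and 0.106 with fry), with 5 of 6 genes higher, and the call was lost without HDM rat 5 (adjusted p = 0.0512). A list mean as large arose in 8 of 56 splits, so chance cannot be excluded. In adipose tissue its mean was −0.098 (adjusted p = 0.939), where camera gave the opposite direction to the mean. The adipocyte list had a mean of 0.37 in lung (adjusted p = 0.574). For the adipocyte genes adipose tissue gave a mean of 0.31 (adjusted p = 0.0164 with camera and 0.596 with fry), with 9 of 12 genes higher. That call was lost without HDM rat 5 (adjusted p = 0.0550) and without control rat 1 (mean −0.045, adjusted p = 0.970), and 22 of 56 splits gave a mean as large, so chance cannot be excluded. The erythrocyte list in adipose tissue had a mean of 0.52 (adjusted p = 0.0111 with camera and 0.314 with fry), with 5 of 5 genes higher. That call was lost without HDM rat 2 (adjusted p = 0.0793) and without control rat 1 (mean 0.18, adjusted p = 0.115). A mean as large arose in 15 of 56 splits, so chance cannot be excluded. In each of these lists 0 genes were differentially expressed with limma over all probes and 0 when adjusted over the list alone.

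The epididymis and testis list had a mean of 0.16 in lung (adjusted p = 0.349) and −2.10 in adipose tissue (adjusted p = 0.138), where all 9 genes were lower in HDM rats. Without control rat 1 the adipose mean was 0.53. The skeletal muscle list had a mean of −0.10 in lung (adjusted p = 0.758), with a median of 0.023 and a test in the direction of the median. In adipose tissue its mean was −0.33 (adjusted p = 0.138 with camera and 0.0391 with fry). The eosinophil list in adipose tissue had a mean of 0.18 (adjusted p = 0.405) and the type 2 response list one of −0.076 (adjusted p = 0.758).

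Of 14 genes of the discussion with a probe, Il1b (log2 fold change 1.62, adjusted p = 0.0373) and Nlrp3 (0.73, adjusted p = 0.0326) were differentially expressed in lung with limma, both higher in 5 of 5 HDM rats than in any control rat. With each rat left out in turn, Il1b was called in 2 of 8 fits (adjusted p between 0.0317 and 0.148) and Nlrp3 in 1 of 8 (between 0.0319 and 0.141). The other probes of Nlrp3 had log2 fold changes of 0.13 and 0.80 and were not differentially expressed. In adipose tissue none of the 14 was differentially expressed with limma (2 at an unadjusted p below 0.05), and the smallest adjusted p was 0.423 (Il1b, log2 fold change 0.73). In that tissue the log2 fold change was 0.62 for Lep (adjusted p = 0.704), −0.22 for Insr (adjusted p = 0.820) and 0.50 for Tnf (adjusted p = 0.820). Il17a and Il6 in lung, and Il17a, Il4 and Il6 in adipose tissue, were not well above background on any array.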
